# Tissue-specific modifier alleles determine *Mertk* loss-of-function traits

**DOI:** 10.7554/eLife.80530

**Published:** 2022-08-15

**Authors:** Yemsratch T Akalu, Maria E Mercau, Marleen Ansems, Lindsey D Hughes, James Nevin, Emily J Alberto, Xinran N Liu, Li-Zhen He, Diego Alvarado, Tibor Keler, Yong Kong, William M Philbrick, Marcus Bosenberg, Silvia C Finnemann, Antonio Iavarone, Anna Lasorella, Carla V Rothlin, Sourav Ghosh

**Keywords:** *Mertk* knockout mice, retinal degeneration, anti-tumor immunity, Mouse

## Abstract

Knockout (KO) mouse models play critical roles in elucidating biological processes behind disease-associated or disease-resistant traits. As a presumed consequence of gene KO, mice display certain phenotypes. Based on insight into the molecular role of said gene in a biological process, it is inferred that the particular biological process causally underlies the trait. This approach has been crucial towards understanding the basis of pathological and/or advantageous traits associated with *Mertk* KO mice. *Mertk* KO mice suffer from severe, early-onset retinal degeneration. MERTK, expressed in retinal pigment epithelia, is a receptor tyrosine kinase with a critical role in phagocytosis of apoptotic cells or cellular debris. Therefore, early-onset, severe retinal degeneration was described to be a direct consequence of failed MERTK-mediated phagocytosis of photoreceptor outer segments by retinal pigment epithelia. Here, we report that the loss of *Mertk* alone is not sufficient for retinal degeneration. The widely used *Mertk* KO mouse carries multiple coincidental changes in its genome that affect the expression of a number of genes, including the *Mertk* paralog *Tyro3*. Retinal degeneration manifests only when the function of *Tyro3* is concomitantly lost. Furthermore, *Mertk* KO mice display improved anti-tumor immunity. MERTK is expressed in macrophages. Therefore, enhanced anti-tumor immunity was inferred to result from the failure of macrophages to dispose of cancer cell corpses, resulting in a pro-inflammatory tumor microenvironment. The resistance against two syngeneic mouse tumor models observed in *Mertk* KO mice is not, however, phenocopied by the loss of *Mertk* alone. Neither *Tyro3* nor macrophage phagocytosis by alternate genetic redundancy accounts for the absence of anti-tumor immunity. Collectively, our results indicate that context-dependent epistasis of independent modifier alleles determines *Mertk* KO traits.

## Introduction

The receptor tyrosine kinase (RTK) MERTK is a paralog of TYRO3 and AXL, and together these receptors are commonly referred to as TAM RTKs. *Mertk* was named after its expression pattern in *m*onocytes, *e*pithelial tissues and *r*eproductive tissues and for it being a *t*yrosine *k*inase (Graham et al., 1994). An understanding of MERTK’s role in molecular and cellular processes, as well as its broader role in mammalian physiology and pathology, in large part, came from the generation of a *Mertk* knockout (*Mertk* ^-/-^) mouse line established by Camenisch et al., 1999. Use of this *Mertk* ^-/-^ mouse line revealed the critical functional role of this RTK in downregulation of inflammatory cytokines such as TNFα, as well as in the phagocytosis and clearance of apoptotic thymocytes (Camenisch et al., 1999; Scott et al., 2001). Subsequently, the *Mertk* ^-/-^ mouse line became the fountainhead for the description of *Mertk* function in a spectrum of phenotypes spanning retinal degeneration, defective adult neurogenesis, neurodegenerative diseases, liver injury, lupus-like autoimmunity, and cancer (Cohen et al., 2002; Cook et al., 2013; Crittenden et al., 2016; Davra et al., 2021; Duncan et al., 2003a; Fourgeaud et al., 2016; Huang et al., 2021; Ji et al., 2013; Lindsay et al., 2021; Stanford et al., 2014; Tormoen et al., 2020; Zagórska et al., 2020).

The *Mertk* ^-/-^ mouse line was generated by using the available technology of the time. Specifically, *Mertk* was targeted in 129P2/OlaHsd (129P2)-derived E14TG2a embryonic stem (ES) cells (Camenisch et al., 1999). ES cells were then microinjected into a C57BL/6 (B6) blastocyst to generate a chimeric mouse with germline transmission of the targeted allele (Figure 1A and B). Subsequently, the chimeric mouse was backcrossed to B6 to obtain *Mertk* ^-/-^ mice, henceforth referred to as *Mertk* ^-/- V1^ (Figure 1A). The *Mertk* ^-/-V1^ mouse line is available through The Jackson Laboratory (strain# 011122). It is typically backcrossed >10 generations into B6 mice by researchers, including us, and has remained the mainstay for MERTK research. Nevertheless, there have been occasional and isolated reports of independently generated *Mertk* knockout mice that failed to completely recapitulate *Mertk* ^-/-V1^ phenotypes (Maddox et al., 2011). For example, early-onset, severe photoreceptor (PR) degeneration was reported in *Mertk* ^-/-V1^ mice (Duncan et al., 2003a; Duncan et al., 2003b; Prasad et al., 2006). In these mice, the outer nuclear layer (ONL) thickness was significantly reduced by postnatal day (P) 25 (Duncan et al., 2003a). Electroretinogram (ERG) recordings revealed that scotopic a- and b-wave amplitudes were significantly lower in *Mertk* ^-/- V1^ mice at P20 compared to wildtype (WT) mice at P30 (Duncan et al., 2003a). Photopic amplitudes were also significantly lower in *Mertk* ^-/-V1^ mice versus WT mice at P33 (Duncan et al., 2003a). An independently generated ENU-induced *Mertk* mutation (*Mertk* ^nmf12 or H716R^) in B6 mice caused the substitution of a highly conserved histidine to an arginine and led to a drastic reduction of MERTK in mouse retinas (Maddox et al., 2011). Yet it did not identically phenocopy the *Mertk* ^-/-V1^-associated early-onset, severe retinal degeneration. Since a slow form of retinal degeneration did indeed occur in *Mertk* ^nmf12 or H716R^ and MERTK expression was not entirely abolished (Maddox et al., 2011), potential problems with *Mertk* ^-/-V1^ mice were not immediately brought to the fore.

**Figure 1.**
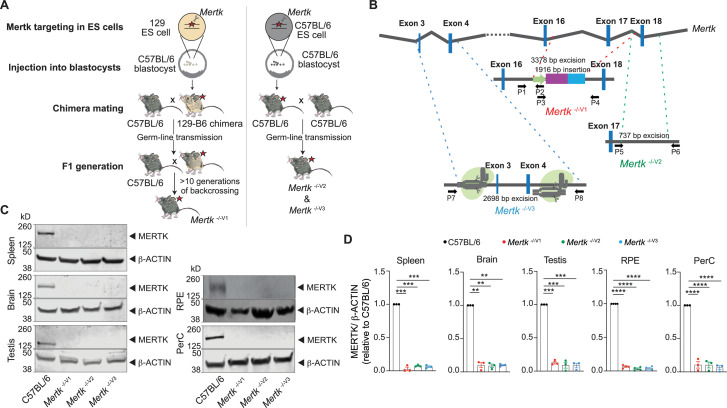
Generation of B6 embryonic stem (ES) cell-derived mice with genetic ablation of *Mertk*. (**A**) Schematic showing the differences in approach between the generation of *Mertk* ^-/-V1^ mice by targeting *Mertk* in 129P2/OlaHsd (129P2)-derived ES cells by Camenisch et al. and our *Mertk* knockout mouse lines. 129P2 ES cells were microinjected into C57BL/6 (B6) blastocysts to generate chimeric mice with germline transmission of deleted *Mertk* allele by Camenisch et al. Chimeric mice were subsequently backcrossed onto B6 mice for >10 generations in our laboratory to obtain *Mertk* ^-/-V1^ mice. Our two independent *Mertk* knockout mouse lines, *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice, were generated by targeting *Mertk* in B6 ES cells. Red stars indicate at least one copy of the mutant allele of *Mertk*. (**B**) Schematic indicating *Mertk* ^-/-V1^ mice have deletion of exon 17 that encodes for the kinase domain of *Mertk*. A neomycin cassette is also present at this site. *Mertk* ^-/-V2^ mice have targeted excision of exon 18, which also encodes for residues in the kinase domain. *Mertk* ^-/-V3^ mice have exons 3 and 4 targeted with CRISPR/Cas9 approach. (**C, D**) Representative and quantification of independent MERTK Western blot data depicting total MERTK protein expression in spleen, brain, testis, retinal pigment epithelia (RPE), and peritoneal cavity cells (PerC) from C57BL/6, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice (mean ± SEM of n = 3–4 mice/genotype). **p<0.01. ***p<0.001, ****p<0.0001, one-way ANOVA Dunnett’s test. Source files for the representative Western blot images (**C**) and the corresponding quantitative analysis (**D**) performed are available in Figure 1—source data 1. Supporting data for (**B**) is available in Figure 1—figure supplement 1A–C. Figure 1—source data 1.Independent datasets and unmodified images for blots shown in Figure 1.

**Figure 1—figure supplement 1.**
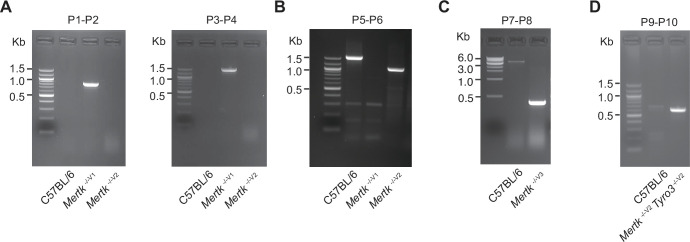
PCR genotyping of mouse lines targeting *Mertk* (including a mouse line with the simultaneous ablation of *Mertk* and *Tyro3*). (**A**) PCR amplification of genomic DNA (gDNA) from *Mertk* ^-/-V1^ mice using primers P1–P2 and P3–P4. Binding sites for primers P1–P2 and P3–P4 are indicated in Figure 1B. (**B**) Excision of targeted allele in *Mertk* ^-/-V2^ mice was confirmed using primers P5–P6. Binding sites for primers P5–P6 are indicated in Figure 1B. (**C**) PCR amplification of gDNA from *Mertk* ^-/-V3^ mice, using primers P7–P8, confirming excision. Binding sites for primers P7–P8 are indicated in Figure 1B. (**D**) PCR amplification of genomic DNA from *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice, using primers P9–P10, confirming excision. Binding sites for primers P9–P10 are indicated in Figure 5C. Source files for all gel images shown are available in . Figure 1—figure supplement 1—source data 1.Unmodified images for PCR genotyping results shown in Figure 1—figure supplement 1.

In another independent study, Vollrath et al. demonstrated that crossing *Mertk* ^-/-V1^ mice to B6 mice occasionally gave rise to animals with normal retina (Vollrath et al., 2015). The authors further demonstrated that the *Mertk* ^-/-V1^ mice carry an ~40 cM chromosomal segment around the *Mertk* locus derived from the 129P2 mouse strain. The very low frequency of normal retina phenotype indicates that crossovers are extremely rare within this chromosomal segment around *Mertk*. Nonetheless, after rare crossover of B6 alleles within this region, *Mertk* ^-/-V1^-dependent retinal degeneration was prevented (Vollrath et al., 2015). Vollrath et al. mapped the suppressor of retinal degeneration to a region that encoded 53 known or predicted open-reading frames (ORFs). *Tyro3* was identified a priori as the likely candidate providing the suppressor function since it is a paralog of *Mertk*. Consistent with this hypothesis, it was observed that TYRO3 expression was at ~33% for *Tyro3* ^129/129^ (e.g., in *Mertk* ^-/- V1^) relative to *Tyro3* ^B6/B6^ amounts, and associated with retinal degeneration (Vollrath et al., 2015). By contrast, TYRO3 expression was at ~67% for *Tyro3* ^B6/129^ relative to *Tyro3* ^B6/B6^ amounts. This ~67% expression of TYRO3 prevented retinal degeneration.

These results indicate that not all phenotypes in *Mertk* ^-/-V1^ mice are solely due to the loss of MERTK function. Such crucial anomalies notwithstanding, the *Mertk* ^-/-V1^ mouse line continues to be used to ascribe pivotal functions to MERTK in wide-ranging diseases such as neurodegeneration and cancer. We investigated whether indeed phenotypes observed in *Mertk* ^-/-V1^ mice can be solely and unambiguously ascribed to the loss of function of *Mertk*. Here, we show that two independently generated B6 *Mertk*^-/-^ mouse lines do not phenocopy the retinal degeneration characteristic of *Mertk* ^-/-V1^ mice. Furthermore, complementary to the genetic evidence that retinal degeneration segregated with *Tyro3* ^129/129^ but not *Tyro3* ^129/B6^ reported by Vollrath et al., we demonstrate that the simultaneous ablation of *Mertk* and *Tyro3* in B6 mice is necessary and sufficient for retinal degeneration. MERTK and TYRO3 share the two most well-described TAM functions – phagocytosis and anti-inflammatory signaling (Rothlin et al., 2015). Thus, functional redundancy provided by TYRO3 for the phagocytosis of photoreceptor outer segments (POS) by retinal pigment epithelia (RPE) is still consistent with the well-understood mechanism of retinal homeostasis. Interestingly, the B6 *Mertk* knockout mouse lines also did not phenocopy the anti-tumor resistance displayed by *Mertk* ^-/-V1^ mice against two syngeneic cancer lines. Even mice with simultaneous ablation of *Mertk* and *Tyro3* did not phenocopy the anti-tumor resistance of *Mertk* ^-/-V1^ mice. Loss of MERTK is proposed to hinder macrophage-dependent phagocytosis of dead or dying cancer cells (efferocytosis). This deficiency in macrophage-mediated disposal of tumor cells, in turn, is postulated to improve availability of tumor antigens for proficient presentation on dendritic cells (DCs) and/or render the tumor microenvironment pro-inflammatory and less immunosuppressive (Davra et al., 2021; Lin et al., 2022; Stanford et al., 2014). Paradoxical to this view, macrophages from *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, or *Mertk* ^-/-V3^ mice all displayed a significant deficit in efferocytosis. RNA sequencing of RPE and bone marrow-derived macrophages (BMDMs) revealed changes in expression of ~12–16 genes located in chromosome 2 in *Mertk* ^-/- V1^ but not *Mertk* ^-/- V2^ or *Mertk* ^-/- V3^ mice. Changes in the expression of additional nonlinked genes beyond chromosome 2 were also observed in *Mertk* ^-/-V1^ but not *Mertk* ^-/-V2^ or *Mertk* ^-/-V3^ mice. This differential gene expression between *Mertk* ^-/-V1^ and *Mertk* ^-/-V2^ or *Mertk* ^-/-V3^ mice was tissue-specific, pointing to the presence of a number of modifier alleles that may function combinatorially in several cell types, and in a variety of biological processes including phagocytosis and beyond, for at least some of the *Mertk* ^-/- V1^ mouse traits.

## Results

### *Mertk* ablation in B6 ES cells is not sufficient to cause retinal degeneration

We engineered two new *Mertk* knockout mouse lines (designated *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice) generated directly using B6 ES cells (Figure 1A and B). In the first strategy, we ablated exon 18 within the region encoding the kinase domain and containing the critical ATP-coordinating lysine residue (*Mertk* ^-/-V2^ mice; Figure 1B, Figure 1—figure supplement 1B). In an independent approach, we employed CRISPR/CAS9 to delete exons 3 and 4 of *Mertk* (*Mertk* ^-/-V3^; Figure 1B, Figure 1—figure supplement 1C). Immunoblotting of lysates from a variety of tissues, including the spleen, brain, testis, cells from the RPE, and peritoneal cavity (PerC), validated that no detectable MERTK was observed in *Mertk* ^-/-V2^ and *Mertk* ^-/- V3^ mice (Figure 1C and D). The reduction in MERTK amounts in *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice was comparable to that in *Mertk* ^-/-V1^ tissues (Figure 1C and D).

Next, we investigated whether retinal degeneration characteristic of the *Mertk* ^-/-V1^ mouse is phenocopied in *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice. We performed histological analyses as well as transmission electron microscopy of retinal sections at 6 months of age. As expected, *Mertk* ^-/-V1^ mice displayed advanced PR loss, evidenced by the presence of approximately one row of nuclei in the ONL across the entire dorsal–ventral axis of the retina (Figure 2A and B). By contrast, morphological analysis of retinas from *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice demonstrated that the ONL thickness in the medial retina of these mice was not significantly different from that of B6 WT mice (Figure 2A and B). Evaluation of the retinal ultrastructure at the interface between RPE and POS confirmed severe PR degeneration in *Mertk* ^-/-V1^ mice (Figure 2C), congruent with previous reports (Duncan et al., 2003a). Similar assessment of *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice at 6 months of age revealed that they had well-preserved RPE microvilli and POS (Figure 2C). Consistent with these histological and ultrastructural findings, retinal function was preserved in 6-month-old *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice as assessed by scotopic electroretinogram recordings (ERGs) (Figure 2D–G). Light-evoked responses in PRs (a-wave) and inner retinal cells (b-wave) in dark-adapted *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice were comparable to those in B6 WT mice when tested at increasing luminance levels (Figure 2D–G). *Mertk* ^-/-V1^ mice displayed barely any retinal response to light, which is consistent with earlier studies (Duncan et al., 2003a) and the extensive PR degeneration observed (Figure 2D–G). Thus, the retinal degeneration characteristic of *Mertk* ^-/-V1^ mice is not phenocopied by knocking out *Mertk* in B6 ES cell-derived mice (*Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice).

**Figure 2.**
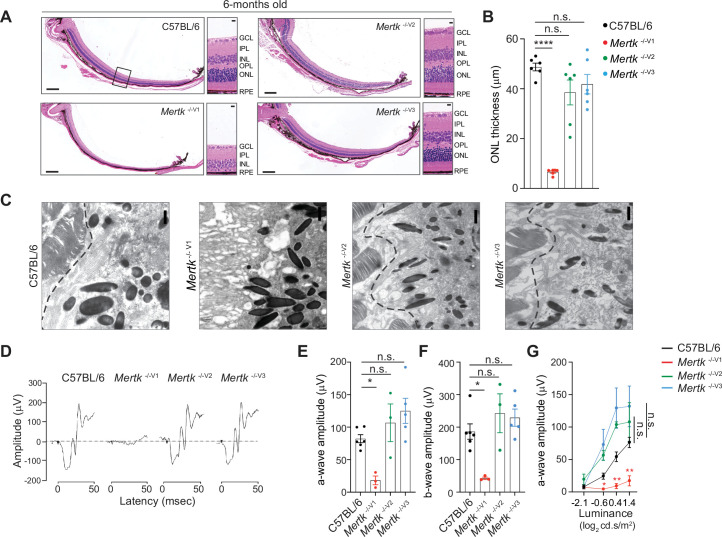
Retinal degeneration of *Mertk* ^-/-V1^ mice is not phenocopied by *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice. Morphological and functional changes in the eye were assessed in 6-month-old C57BL/6, *Mertk* ^-/-V1^, *Mertk* ^-/- V2^, and *Mertk* ^-/-V3^ mice. (**A**) Representative hematoxylin-eosin-stained transverse sections of the retina. Boxed section is shown as inset and indicates the area quantified in (**B**). Scale bars = 200 mm (left panels) and 10 mm (insets). (**B**) Quantification of outer nuclear layer (ONL) thickness in the area indicated in (**A**) (mean ± SEM of 10 measurements/mouse, n = 6 mice/genotype). ****p<0.0001, one-way ANOVA Dunnett’s test. (**C**) Ultrastructure at the photoreceptor outer segment–retinal pigment epithelia (POS–RPE) interface (dashed line) by transmission electron microscopy. Scale bars = 1 mm. (**D**) Representative scotopic electroretinogram traces are shown at the highest luminance tested. (**E**) Quantification of a-wave amplitude at highest luminance tested (25 cd.s/m^2^) (mean ± SEM of n = 3–6 mice/ genotype). *p<0.05, one-way ANOVA Dunnett’s test. (**F**) Quantification of b-wave amplitude at the highest luminance tested (25 cd.s/m^2^) (mean ± SEM of n = 3–6 mice/ genotype). *p<0.05, one-way ANOVA Dunnett’s test. (**G**) a-wave amplitude at increasing luminance (mean ± SEM of n = 3–6 mice/ genotype). *p<0.05, **p<0.01, two-way ANOVA. Source files for (**B**) ONL thickness, (**E**) a-wave amplitude, (**F**) b-wave amplitude, and (**G**) a-wave amplitude at increasing luminance are available in Figure 2—source data 1. GCL,-ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer. Figure 2—source data 1.Quantification of ONL thickness, a-wave and b-wave amplitude for data shown in Figure 2.

### Gene expression differences in *Mertk* ^-/-^ RPE revealed by genome-wide transcriptional analyses in the presence of 129P2 versus B6 alleles on chromosome 2

A segment of chromosome 2 in the *Mertk* ^-/-V1^ mice was previously reported to be derived from the 129P2 background (Vollrath et al., 2015). Therefore, we performed short tandem repeat (STR) analysis in the chromosome 2 region surrounding the *Mertk* locus in B6 WT, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice. Genomic DNA isolated from each of these mouse lines was subjected to PCR amplification of 24 microsatellite sites across chromosome 2 (Figure 3—figure supplement 1). We found that *Mertk* ^-/-V1^ mice harbored a 15.08 cM region between D2Mit206 and D2Mit168 that is of 129P2 origin (Figure 3A). As expected, chromosome 2 was entirely B6-derived in both *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice (Figure 3A).

**Figure 3.**
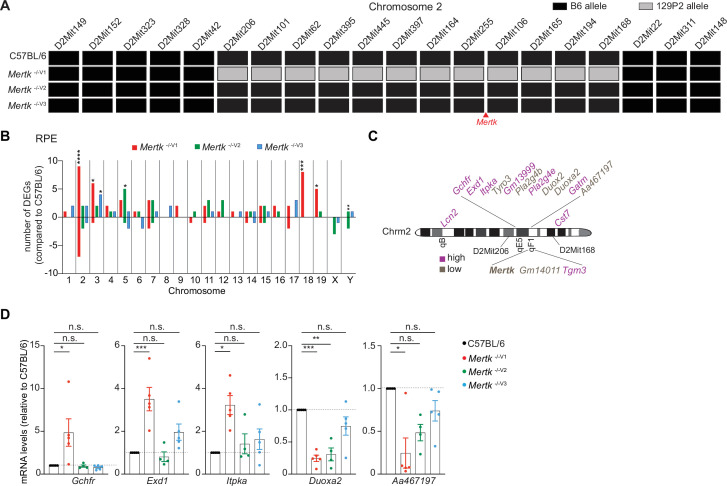
Significant gene expression differences in retinal pigment epithelia (RPE) of *Mertk* ^-/-V1^ versus *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice. (**A**) Haplotype map comparing 20 microsatellite markers across chromosome 2 in C57BL/6, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice. Black rectangles indicate homozygosity for C57BL/6 (B6) alleles, and gray rectangles indicate homozygosity for 129P2/OlaHsd (129P2) alleles. (**B**) Distribution of differentially expressed genes (DEGs) in RPE across chromosomes (n = 3–6 samples/genotype). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, hypergeometric test. (**C**) Schematic showing genes neighboring *Mertk* that are significantly upregulated or downregulated in the RPE of *Mertk* ^-/-V1^ mice. (**D**) qPCR quantification of indicated chromosome 2 genes in C57BL/6, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ RPEs (mean ± SEM, n = 4–5 samples/genotype). *p<0.05, **p<0.01, ***p<0.001, one-way ANOVA Dunnett’s test. Source files for the distribution of DEGs in RPEs across chromosomes (**B**) and qPCR quantification of various chromosome 2 genes (**D**) are available in Figure 3—source data 1. Supporting data for (**A**) is available in Figure 3—figure supplement 1. Figure 3—source data 1.Independent datasets for qPCR quantifications shown in Figure 3D.

**Figure 3—figure supplement 1.**
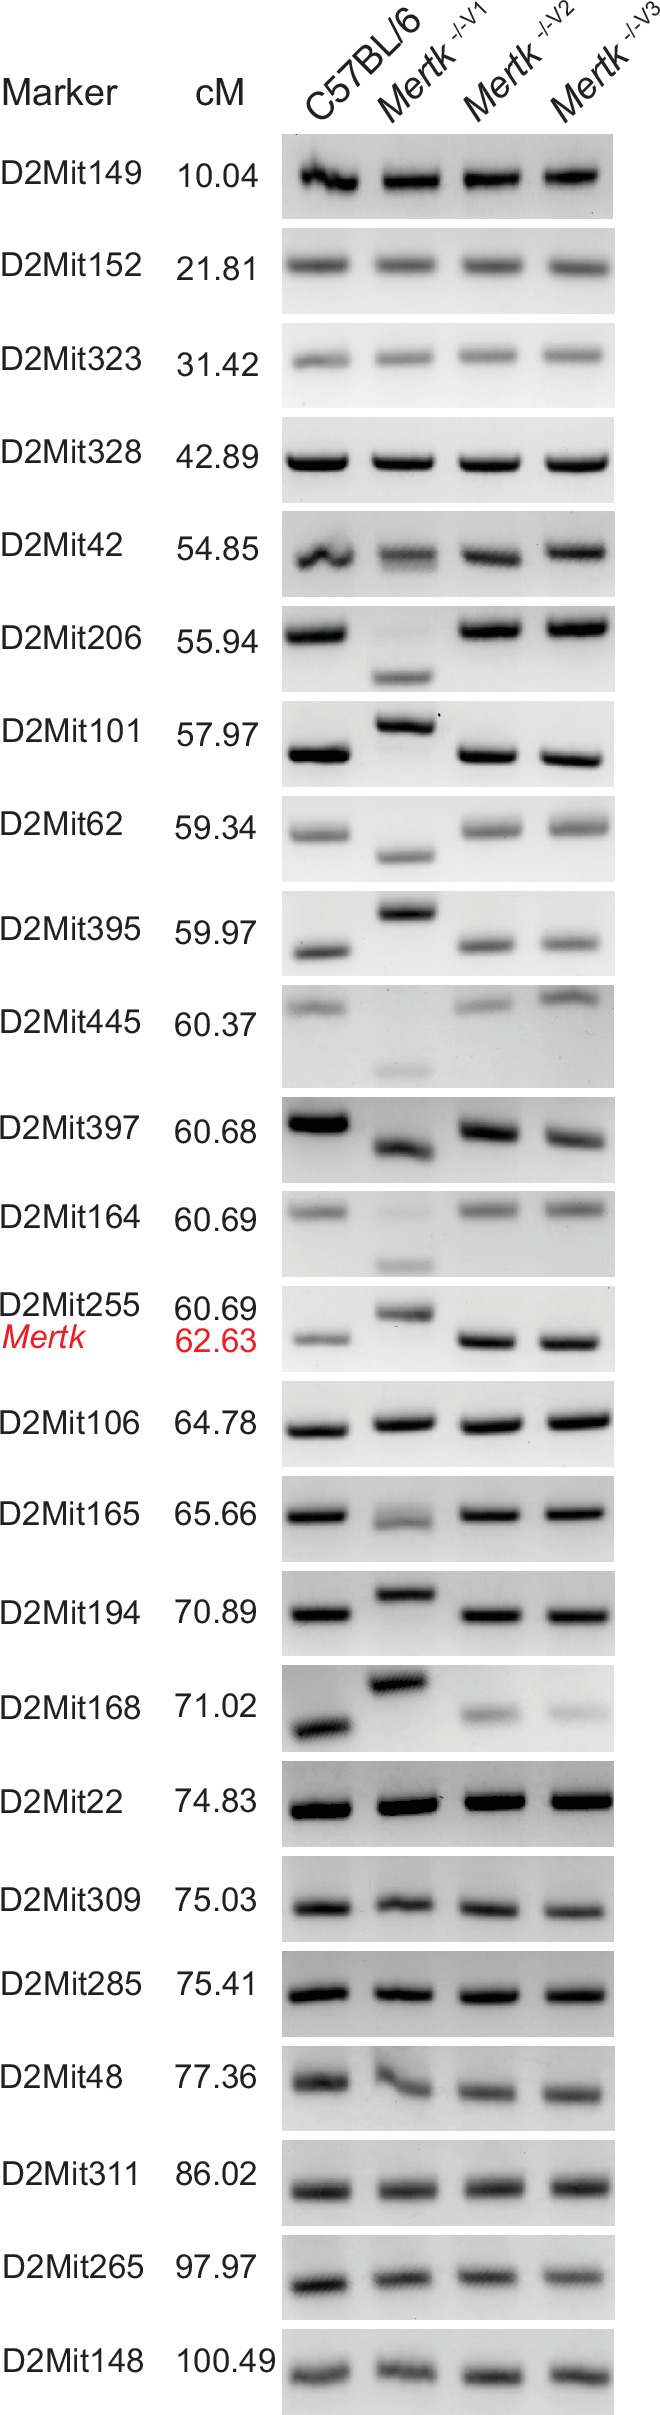
A 129P2-specific genomic interval is present in *Mertk* ^-/-V1^ but not in *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice. Representative PCR amplification products corresponding to 24 different microsatellite markers on chromosome 2 using genomic DNA extracted from C57BL/6, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice. The presence of a 129P2/OlaHsd (129P2)-derived segment of DNA on chromosome 2 in *Mertk* ^-/- V1^ mice was confirmed, at each microsatellite location shown, in at least three animals. Source files for the gel images shown are available in . Figure 3—figure supplement 1—source data 1.Unmodified images for PCR genotyping results shown in Figure 3—figure supplement 1.

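The retinal pigment epithelium (RPE) is the pigmented cell layer that lies behind the photoreceptors and takes up the tips they shed. Libraries were made from the RPE of 6 B6 WT, 6 *Mertk* -/-V1, 3 *Mertk* -/-V2 and 3 *Mertk* -/-V3 mice at P25 and sequenced in paired-end reads of 150 bp. *Mertk* -/-V1 mice carry a deletion of exon 17 of *Mertk* made in 129P2 embryonic stem cells, *Mertk* -/-V2 mice lack exon 18 and *Mertk* -/-V3 mice lack exons 3 and 4, both on a B6 background. The authors trimmed the reads with btrim, mapped them to GRCm38 with STAR and deposited, for each library, gene counts divided by one size factor of DESeq2, a unit referred to as normalized counts. The program that counted the reads is not named in the text of the paper. Divided by the size of 1 read, all values in the RPE table were whole numbers of reads. The libraries held 14137666 to 30196674 reads on genes in B6 WT RPE (median 20842271), 19791803 to 34124049 in *Mertk* -/-V1 RPE (median 24369320), 29522487 to 33169749 in *Mertk* -/-V2 RPE (median 30322062) and 16476097 to 21573517 in *Mertk* -/-V3 RPE (median 19174891).

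Differential expression was tested with limma on the log2 of the normalized counts plus 1, with all 18 libraries of the 4 genotypes in one model and Benjamini-Hochberg adjustment over the 18832 genes with a mean of at least 10 normalized counts. A gene counted as a DEG with an adjusted p under 0.05 and a log2 fold change of at least 1.25 in either direction, the thresholds of the paper. Each knockout was compared with B6 WT, and *Mertk* -/-V1 was also compared directly with the mean of *Mertk* -/-V2 and *Mertk* -/-V3. Expression differed between the replicates numbered 1 to 3 and those numbered 4 to 6 of B6 WT and *Mertk* -/-V1 RPE. With both genotypes together, 1722 genes passed the thresholds between these sets. Within B6 WT alone and within *Mertk* -/-V1 alone 0 genes passed, with 5951 and 6859 at an unadjusted p under 0.05. The libraries of the first set were deeper, with a median of 27560514 reads in B6 WT and 33530412 in *Mertk* -/-V1 RPE against 15520188 and 20263251 in the second. They also held fewer reads of rod photoreceptor genes. These made up 0.223 to 0.627% in B6 WT and 0.348 to 0.470% in *Mertk* -/-V1 RPE, against 0.692 to 1.80% and 0.743 to 4.09% in the second set. Whether depth or photoreceptor RNA accounts for the difference between the sets was not tested. *Mertk* -/-V2 and *Mertk* -/-V3 RPE have 3 replicates each and therefore no second set, so for these genotypes the set of libraries and the genotype cannot be told apart. Comparisons of *Mertk* -/-V1 with B6 WT RPE were repeated within each set and with the set as a term in the model, a step added after the data had been seen.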

To more broadly understand the genome-wide transcriptional differences between *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice stemming from the chromosomal differences, we performed RNA sequencing (RNAseq) experiments on RPE from these three mouse lines and control B6 WT RPE at P25. 

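The *Mertk* gene (ENSMUSG00000014361) lies on chromosome 2 of GRCm38 from 128698956 to 128802894. It was counted at 3202 ± 454 normalized counts (SD, n = 6) in B6 WT RPE and at 1177 ± 295 (SD, n = 6) in *Mertk* -/-V1 RPE (log2 fold change -1.46, SE 0.20, adjusted p = 0.00267 from limma with Benjamini-Hochberg adjustment). Each of the 6 *Mertk* -/-V1 libraries lay below each of the 6 B6 WT libraries. *Mertk* -/-V3 RPE held 852 ± 357 normalized counts (SD, n = 3; log2 fold change -2.01, SE 0.25, adjusted p = 0.00222), again with all 3 libraries below all 6 of B6 WT. In the libraries labelled *Mertk* -/-V2 the count of the whole gene was not lower, at 4229 ± 945 (SD, n = 3; log2 fold change 0.39, SE 0.25, adjusted p = 0.954). Within replicates 1 to 3 the log2 fold change of *Mertk* in *Mertk* -/-V1 RPE was -1.55 and within replicates 4 to 6 it was -1.38, both past the fold threshold without an adjusted p under 0.05. The related receptor gene *Tyro3* (ENSMUSG00000027298, chromosome 2, 119797733 to 119818104) had 3398 ± 514 normalized counts in B6 WT and 1389 ± 343 in *Mertk* -/-V1 RPE (SD, n = 6 each; log2 fold change -1.31, SE 0.17, adjusted p = 0.00131), with no overlap between the 6 libraries of each group. It fell short of the fold threshold without *Mertk* -/-V1 replicate 5 (log2 fold change -1.22), without *Mertk* -/-V1 replicate 6 (-1.23), with array quality weights (-1.17) and within replicates 1 to 3 (-1.21). Within replicates 4 to 6 it was -1.42, with an adjusted p above 0.05. *Tyro3* differed little from B6 WT in *Mertk* -/-V2 RPE (log2 fold change -0.15, adjusted p = 0.999) and in *Mertk* -/-V3 RPE (-0.25, adjusted p = 0.607), and the direct comparison of *Mertk* -/-V1 with the mean of the other two knockouts gave -1.12 (adjusted p = 0.007). The third receptor gene of the family, *Axl* (ENSMUSG00000002602, chromosome 7, 25757273 to 25788705), had 1688 ± 151 normalized counts in B6 WT RPE and log2 fold changes of 0.21 in *Mertk* -/-V1, 0.16 in *Mertk* -/-V2 and 0.06 in *Mertk* -/-V3 RPE, with adjusted p from 0.752 to 0.962.

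**Figure D1:**
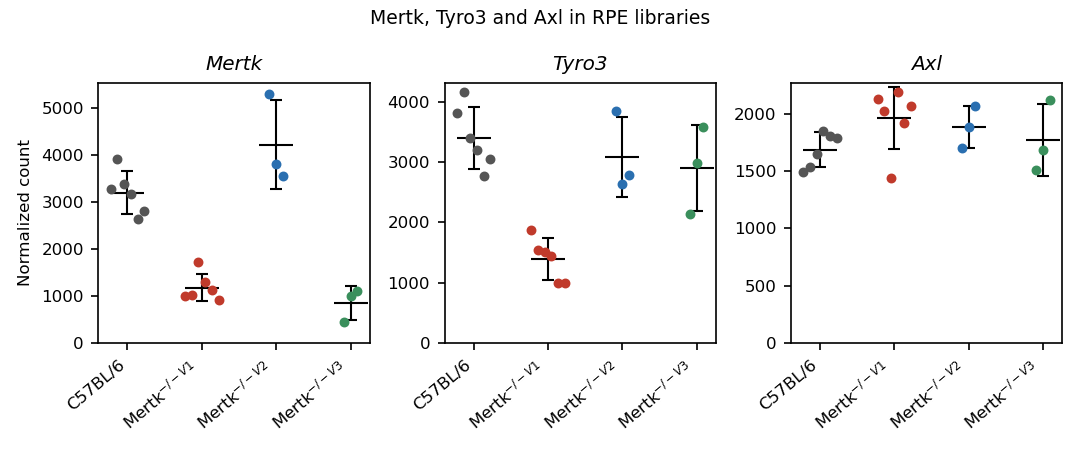
Normalized counts of *Mertk*, *Tyro3* and *Axl* in each RPE library, by genotype; points are libraries (6, 6, 3 and 3), and the black bars give the mean and SD. *Mertk* lies at 919 to 1717 in *Mertk* -/-V1 against 2638 to 3924 in B6 WT, and *Tyro3* at 986 to 1871 against 2765 to 4161.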

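Against B6 WT, 28 genes were DEGs in *Mertk* -/-V1 RPE (19 higher, 9 lower), 11 in *Mertk* -/-V2 RPE (9 higher, 2 lower) and 12 in *Mertk* -/-V3 RPE (6 higher, 6 lower). Chromosome 2 held 9 of the 28 DEGs of *Mertk* -/-V1 RPE and 1415 of the 18832 genes tested (hypergeometric p = 0.000138, one-sided and exact, 0.00291 after Benjamini-Hochberg adjustment over the chromosomes). It held 0 of the DEGs of *Mertk* -/-V2 RPE, where 72 of its genes had an unadjusted p under 0.05, and 1 of those of *Mertk* -/-V3 RPE, *Mertk* itself. The number of DEGs depended on the test and the libraries. DESeq2 on the recovered reads called 70 DEGs in *Mertk* -/-V1 RPE, and array quality weights called 127 in *Mertk* -/-V2 and 1678 in *Mertk* -/-V3 RPE. Within replicates 1 to 3 of B6 WT and *Mertk* -/-V1, 8 genes were DEGs, within replicates 4 to 6 there were 11, and with the set as a term there were 38. *Mertk* -/-V3 RPE had 865 DEGs against B6 WT replicates 1 to 3 and 3 against replicates 4 to 6, and *Mertk* -/-V2 RPE had 16 against either. Leaving out *Mertk* -/-V2 replicate 3 left 7 DEGs in *Mertk* -/-V2 RPE, and leaving out *Mertk* -/-V3 replicate 2 or replicate 3 left 6 or 5 in *Mertk* -/-V3 RPE.

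Of the 9 chromosome 2 DEGs of *Mertk* -/-V1 RPE, 8 lay between *Thbs1* and *Plcb1* (118111876 to 135475258), a stretch bounded by the outermost genes drawn in Figure 6B that stands here for the 129P2 segment. The largest increase was in *Tgm3* (ENSMUSG00000027401, 130012349 to 130050399), from 5.20 ± 2.34 normalized counts in B6 WT to 84.5 ± 74.8 in *Mertk* -/-V1 RPE (SD, n = 6 each; log2 fold change 3.40, SE 0.60, adjusted p = 0.0126). *Itpka* (ENSMUSG00000027296, 119742337 to 119751263) rose from 9.70 ± 6.29 to 36.2 ± 9.28 (log2 fold change 2.00, SE 0.36, adjusted p = 0.0139) and *Exd1* (ENSMUSG00000048647, 119516505 to 119547627) from 33.3 ± 6.14 to 92.1 ± 7.13 (log2 fold change 1.46, SE 0.16, adjusted p = 0.000218). *AA467197* (ENSMUSG00000033213, 122636986 to 122641191) went from 201 ± 85.4 to 25.2 ± 21.0 (log2 fold change -3.24, SE 0.46, adjusted p = 0.00309). In these 4 genes every *Mertk* -/-V1 library lay beyond every B6 WT library. The groups overlapped in *Gatm* (ENSMUSG00000027199, 122594467 to 122611303; log2 fold change 1.90, SE 0.38, adjusted p = 0.0349) and *Gchfr* (ENSMUSG00000046814, 119167773 to 119172390; log2 fold change 1.81, SE 0.35, adjusted p = 0.0303), and each was called in only 3 of the 12 fits that left out 1 library. *Sulf2*, at 166073089 and thus outside the stretch, rose from 533 to 1441 normalized counts (log2 fold change 1.36, SE 0.23, adjusted p = 0.0104) and reached 1419 in *Mertk* -/-V3 RPE. Within replicates 4 to 6 the DEGs on chromosome 2 were *Itpka*, *AA467197* and *Sulf2*, and within replicates 1 to 3 there were 0, with 104 chromosome 2 genes at an unadjusted p under 0.05.

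Outside chromosome 2, 19 DEGs of *Mertk* -/-V1 RPE (13 higher, 6 lower) lay on 10 chromosomes. Among those that also passed the thresholds against the mean of *Mertk* -/-V2 and *Mertk* -/-V3, the largest changes were in *Gm3650* (ENSMUSG00000097891, chromosome 18, 43472816 to 43475169), annotated as a pseudogene, with 7.49 normalized counts in B6 WT and 151 ± 15.2 in *Mertk* -/-V1 RPE (log2 fold change 4.19, SE 0.19, adjusted p = 2.34e-09), in *Pcna-ps2* (ENSMUSG00000067608, chromosome 19, 9283380 to 9284160; log2 fold change 3.23, SE 0.30, adjusted p = 3.25e-05) and in *Eif3j2* (ENSMUSG00000043424, chromosome 18, 43475418 to 43477796; log2 fold change 2.84, SE 0.18, adjusted p = 2.36e-07). These 3 are near-identical in sequence to genes of chromosome 2, a limit on their values. *Rab37* (ENSMUSG00000020732, chromosome 11, 115091431 to 115162236) fell from 2149.6 ± 298 to 367 ± 80.5 (log2 fold change -2.56, SE 0.20, adjusted p = 3.11e-06) and *Ffar2* (ENSMUSG00000051314, chromosome 7, 30818348 to 30823775) from 96.0 ± 30.7 to 23.0 ± 11.0 (log2 fold change -2.09, SE 0.35, adjusted p = 0.00839). In all 5, the *Mertk* -/-V1 libraries lay apart from those of B6 WT, and all but *Ffar2* were DEGs within each set of replicates. Compared directly with the mean of *Mertk* -/-V2 and *Mertk* -/-V3, *Mertk* -/-V1 RPE had 18 DEGs, 5 on chromosome 2 and 13 on other chromosomes. Some of the 13, such as *Gm47283* and *Gm15446*, were DEGs of *Mertk* -/-V2 or *Mertk* -/-V3 against B6 WT and not of *Mertk* -/-V1. Chromosome 2 did not pass in this comparison (exact hypergeometric p = 0.00891, adjusted p = 0.0936). Chromosome Y, with 2 of the 18, did (same test, adjusted p = 0.00065). Between *Thbs1* and *Plcb1*, 10 of 230 genes (4.35%) had an adjusted p under 0.05, against 0.155% on the other chromosomes (Fisher's exact test, p = 2.98e-11). *Ffar2* kept its direct call in 10 of 13 alternatives and lost it in 7 of the 12 fits that left out 1 library. Without *Mertk* -/-V3 replicate 1 the direct comparison gave 36 DEGs. No gene was a DEG in the same direction in all 3 knockouts, and 2 genes were at an unadjusted p under 0.05 with the fold threshold.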

We identified a number of genes that were differentially expressed in *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ RPE in *cis* and in *trans* compared to B6 WT RPE (Figure 3B and C). Significant changes in the transcripts of *Mertk*-neighboring genes, in *Mertk* ^-/-V1^, but not *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^, RPE relative to B6 WT RPE were confirmed by qPCR (Figure 3D).

### *Tyro3* is epistatic with *Mertk* for the retinal degeneration trait

It was previously reported that TYRO3 levels were significantly lower in *Tyro3* ^129/129^ RPE compared to *Tyro3* ^B6/B6^ or *Tyro3* ^129/B6^ RPE (Vollrath et al., 2015). Consistent with this report, we found *Tyro3* mRNA level to be significantly downregulated in *Mertk* ^-/-V1^, but not in *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^, RPE (Figure 4A). Moreover, we detected significantly lower levels of TYRO3 in *Mertk* ^-/-V1^ RPE by Western blot (Figure 4B). By contrast, RPE cells from *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice had levels of TYRO3 that were comparable to B6 WT mice (Figure 4B). Since it was concluded that even the hypomorphic expression of *Tyro3* ^B6/129^ can suppress the phenotypes of *Mertk* loss of function (Vollrath et al., 2015), we tested whether the simultaneous genetic ablation of *Mertk* and *Tyro3* can phenocopy *Mertk* ^-/-V1^ mice. We engineered *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice by targeting *Tyro3* in *Mertk* ^-/-V2^ mice using CRISPR/CAS9 (Figure 4C, Figure 1—figure supplement 1D). Immunoblotting experiments confirmed that TYRO3 was undetectable in the RPE of *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice when compared to TYRO3 expression in B6 WT RPE (Figure 4D and E). Indeed, these mice recapitulated the severe retinal degeneration observed in *Mertk* ^-/-V1^ underscoring the function of *Tyro3* ^B6^ as a suppressor allele in retinal degeneration induced by targeting *Mertk*. When eye sections from 6-month-old *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^, *Mertk* ^-/-V1^ and B6 WT controls were stained with hematoxylin-eosin, we found that ONL thickness in *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice was significantly reduced compared to B6 WT controls, commensurate with *Mertk* ^-/-V1^ mice (Figure 4F and G). Similar to *Mertk* ^-/-V1^ mice, *Mertk* ^-/-V2^ *Tyro3* ^-/- V2^ mice had only approximately one row of nuclei in the ONL across the entire dorsal–ventral axis of the retina (Figure 4F and G). Consequently, *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice did not display light-evoked responses in scotopic ERGs at any luminance tested (Figure 4H and I). These results show that *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice phenocopy the widespread morphological and functional retinal deficits characteristic of *Mertk* ^-/-V1^ mice.

**Figure 4.**
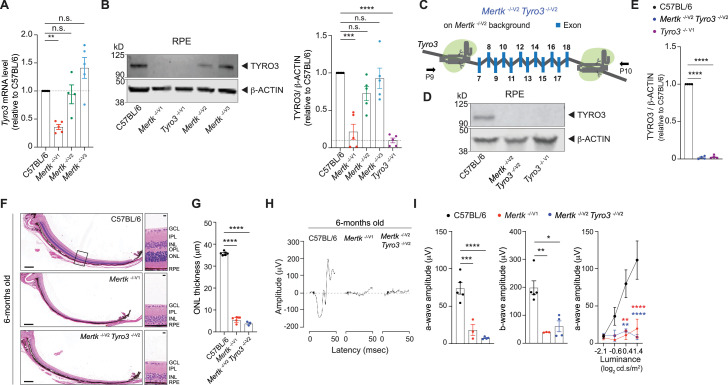
*Tyro3* is epistatic with *Mertk* for the retinal degeneration trait. (**A**) qPCR quantification of *Tyro3* in C57BL/6, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ retinal pigment epithelia (RPE) (mean ± SEM, n = 4–5 samples/genotype). **p<0.01, one-way ANOVA Dunnett’s test. (**B**) Representative and independent measurements of TYRO3 amounts in RPE. Western blot (WB) from C57BL/6, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, *Mertk* ^-/-V3^, and *Tyro3* ^-/-V1^ mice RPE (mean ± SEM of n = 5 mice/ genotype). *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001, one-way ANOVA Dunnett’s test. (**C**) Schematic showing targeting of *Tyro3* exons 7–18 with CRISPR/Cas9 in *Mertk* ^-/-V2^ ES cells to generate the *Mertk* ^-/- V2^ *Tyro3* ^-/- V2^ mouse line. Image not drawn to scale. (**D, E**) Representative and independent measurements of TYRO3 amounts in RPE. WB from C57BL/6, *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^, and *Tyro3* ^-/-V1^ mice RPE (mean ± SEM of n = 4 mice/ genotype). ****p<0.0001, one-way ANOVA Dunnett’s test. (**F**) Representative hematoxylin-eosin-stained transverse sections of the retina. Boxed section is shown as inset and indicates the areas quantified in (**G**). Scale bars = 200 mm (left panels) and 10 mm (insets). (**G**) Quantification of outer nuclear layer (ONL) thickness in the area indicated in (**F**) (mean ± SEM of 10 measurements/mouse, n = 3–6 mice/genotype). ****p<0.0001, one-way ANOVA Dunnett’s test. (**H**) Representative scotopic electroretinogram traces are shown at the highest luminance tested. (**I**) Quantification of a-wave amplitude and b-wave amplitude at highest luminance tested (mean ± SEM of n = 3–6 mice/genotype). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, one-way ANOVA Dunnett’s test. a-wave amplitude at increasing luminances. **p<0.01, ****p<0.0001, two-way ANOVA. Morphological and functional changes in the eye were assessed in 6-month-old C57BL/6, *Mertk* ^-/-V1^, and *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice. Source files for (**A**) qPCR quantification of *Tyro3*, (**B, E**) quantification of TYRO3 levels, (**G**) ONL thickness, (**I**) a-wave amplitude, b-wave amplitude, and a-wave amplitude at increasing luminances are available in Figure 4—source data 1. Supporting data for (**C**) is available in Figure 1—figure supplement 1D. GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL,-outer plexiform layer. Figure 4—source data 1.Independent datasets and unmodified images for results shown in Figure 4.

### *Mertk* targeting in 129P2 ES cells results in a robust anti-tumor response against immune checkpoint inhibitor (ICI)-refractory YUMM1.7 melanoma and GL261 brain tumor, but this effect is not phenocopied in *Mertk* ^-/-V2^ or *Mertk* ^-/-V3^ mice

An important, newly discovered role of MERTK is as an innate immune checkpoint in cancer (Cook et al., 2013; Davra et al., 2021; Huelse et al., 2020; Lee-Sherick et al., 2020; Lin et al., 2022; Lindsay et al., 2021; Sekar et al., 2022; Su et al., 2020; Wu et al., 2018; Zhou et al., 2020). *Mertk* ^-/-V1^ mice were used to demonstrate improved anti-tumor immune response against MMTV-PyVmT, B16:F10, and MC38 tumor models (Cook et al., 2013). Based on the use of *Mertk* ^-/-V1^ mice, it was also surmised that inhibition of macrophage efferocytosis due to MERTK loss of function results in decreased tumor growth and increased tumor-free survival (TFS) in E0771 murine breast cancer model (Davra et al., 2021). Similarly, *Mertk* ^-/-V1^ mice were used in a study by Lindsay et al. to demonstrate improved anti-tumor T cell motility in a B78ChOva tumor model (Lindsay et al., 2021). We compared the anti-tumor response of *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice in a model of ICI-refractory melanoma (YUMM1.7), as well as in an orthotopic brain tumor mouse model (GL261). YUMM1.7 tumor cells were implanted subcutaneously in *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice or in B6 WT (Figure 5A). TFS, overall survival (OS), and rate of tumor growth were monitored (Figure 5A and B). Consistent with previous reports of MERTK blockade enhancing anti-tumor response (Cook et al., 2013; Davra et al., 2021; Huelse et al., 2020; Lee-Sherick et al., 2020; Lin et al., 2022; Lindsay et al., 2021; Sekar et al., 2022; Su et al., 2020; Wu et al., 2018; Zhou et al., 2020), 93.75% of *Mertk* ^-/-V1^ mice remained tumor free compared to 0% of B6 WT control mice (Figure 5B). Surprisingly, neither of the *Mertk* knockout mice generated using B6 ES cells, *Mertk* ^-/-V2^ and *Mertk ^-/-^*^V3^, phenocopied the tumor resistance observed in *Mertk* ^-/-V1^ mice. Also, 100% of *Mertk* ^-/-V2^ and *Mertk ^-/-^*^V3^ mice succumbed to tumor growth at a rate comparable to their B6 WT counterparts (Figure 5B). To investigate these findings in an independent tumor model, luciferase-expressing GL261 brain tumor cells were orthotopically injected in B6 and *Mertk* ^-/-V1^ mice. Bioluminescence imaging was performed to determine tumor volume and mice were monitored for OS (Figure 5—figure supplement 1). No differences were observed in the rate of GL261 growth or time to end point between B6 WT or *Mertk* ^-/-V1^ mice (Figure 5—figure supplement Figure 5—figure supplement 1B and C). We next attempted to treat tumor-bearing mice with a dendritic cell vaccine (DC-Vax). Tumor cell lysates obtained by freeze-thawing GL261 were fed to B6 WT bone marrow-derived DCs. Following co-incubation, DCs were activated with LPS treatment and intraperitoneally injected into tumor-bearing B6 WT or *Mertk* ^-/-V1^ mice on days 14 and 21 after tumor implantation (Figure 5C). Of note, tumor sizes were comparable between B6 WT or *Mertk* ^-/-V1^ mice prior to receiving the DC-Vax (Figure 5E, top panel). Remarkably, the administration of a DC-Vax in *Mertk* ^-/-V1^ mice resulted in a significant reduction in tumor size, whereas DC-Vax-treated B6 WT mice succumbed to their tumor burden (Figure 5D and E). Similar to the studies on YUMM1.7 melanoma cells, when GL261 cells were implanted in *Mertk* ^-/-V2^ and *Mertk* ^-/- V3^ mice, and these mice were subsequently treated with DC-Vax, 100% of these mice failed to display the anti-GL261 response of *Mertk* ^-/-V1^ mice (Figure 5D and E). Taken together, our experiments revealed an astounding anti-tumor resistance of *Mertk* ^-/-V1^ mice against both YUMM1.7 and GL261. However, this phenotype of *Mertk* ^-/-V1^ mice was again not phenocopied by *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice.

**Figure 5.**
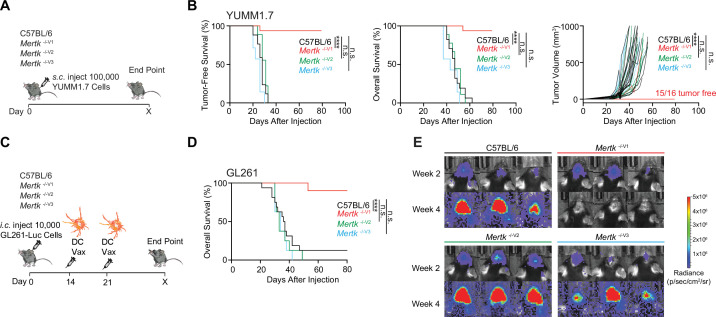
Anti-tumor response of *Mertk* ^-/-V1^ mice is not phenocopied by *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice. (**A**) Schematic showing subcutaneous injection of 100,000 *Braf* ^V600E^ *Pten* ^-/-^ YUMM1.7 mouse melanoma cells into mice of different genotypes. (**B**) Tumor-free survival (TFS), overall survival (OS), and tumor volume in C57BL/6 (n = 17), *Mertk* ^-/-V1^ (n = 16), *Mertk* ^-/-V2^ (n = 9), and *Mertk* ^-/-V3^ (n = 7) mice implanted with YUMM1.7 cells. ****p<0.0001, Log-rank Mantel–Cox test or two-way ANOVA, Dunnett’s multiple-comparison test. (**C**) Schematic showing intracranial injection of 10,000 GL261-Luc glioma cells and intraperitoneal dendritic cell vaccination of mice at 14 and 21 days post-tumor implantation. (**D**) OS in C57BL/6 (n = 16), *Mertk* ^-/-V1^ (n = 10), *Mertk* ^-/-V2^ (n = 8), and *Mertk* ^-/- V3^ (n = 8) mice implanted with GL261 tumors. ****p<0.0001, Log-rank Mantel–Cox test. (**E**) Representative IVIS images of intracranial tumors at D14 and D28 post-implantation. Source files for TFS (**B**) and OS (**B, D**) plots shown are available in Figure 5—source data 1. Supporting data relating to (**C–E**) is available in Figure 5—figure supplement 1. Figure 5—source data 1.Tumor free survival dataset following implantation with YUMM1.7 melanoma cells shown in Figure 5. Figure 5—source data 2.Overall survival dataset following implantation with GL261 glioblastoma cells shown in Figure 5.

**Figure 5—figure supplement 1.**
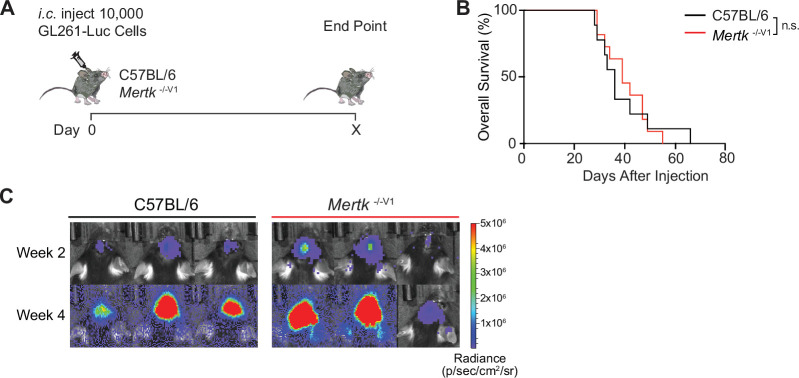
Unvaccinated *Mertk* ^-/- V1^ mice are not protected against GL261 tumors. (**A**) Schematic of intracranial injection of 10,000 GL261-Luc glioma cells in mice. (**B**) Overall survival (OS) in C57BL/6 (n = 9) and *Mertk* ^-/-V1^ (n = 11) mice. n.s., Log-rank Mantel–Cox test. (**C**) Representative IVIS images of intracranial tumors in mice at D14 and D28 post-implantation. Source file for the OS plot (**B**) shown is available in Figure 5—source data 2.

### Neither deficient efferocytosis in macrophages nor loss of *Tyro3* ^B6/B6^ can universally account for the anti-tumor immunity in *Mertk* ^-/-V1^ mice

The prevailing dogma is that deficient phagocytosis of tumor cells by macrophages in the absence of *Mertk* function represents the *sine qua non* of the remarkable anti-tumor immunity. It was proposed that the absence of MERTK in tumor-associated macrophages prevents the phagocytosis and disposal of dead tumor cells, thereby increasing the availability of tumor antigen to DCs and triggering improved anti-tumor T cell immunity (Davra et al., 2021). Similarly, it was speculated that deficient MERTK-dependent phagocytosis by tumor-associated macrophages leads to secondary necrosis of tumor cells and an increased pro-inflammatory microenvironment more conducive to anti-tumor immunity (Stanford et al., 2014). It was also suggested that blockade of MERTK-dependent phagocytosis in tumor-associated macrophages activated the STING pathway (Davra et al., 2021; Stanford et al., 2014; Zhou et al., 2020). Of note, these scenarios are not mutually exclusive and might in fact cooperate. We performed similar RNAseq analyses in BMDMs isolated from *Mertk* ^-/-V1^, *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ and B6 WT mice. 

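BMDMs are macrophages grown from bone marrow cells and were used at day 7 of culture. There were 3 libraries per genotype, 12 in all, sequenced and processed by the authors in the same way as the RPE libraries, and the deposited values again came to whole reads. Reads on genes per library ranged from 21187031 to 24869776 in B6 WT (median 24623666), from 17560871 to 20337419 in *Mertk* -/-V1 (median 18229639), from 16629659 to 20979716 in *Mertk* -/-V2 (median 20428761) and from 18853659 to 25653814 in *Mertk* -/-V3 BMDMs (median 19549705). The 12 libraries were fitted in one limma model of their own, which tested 13420 genes, and the thresholds for a DEG were those used for the RPE. With 3 libraries per group, every library of one group lies above every library of another by chance in 10% of comparisons, counting both directions. The replicate numbers carry no batch that could be found in the tables, since libraries that share a number did not resemble one another more than others.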

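*Mertk* itself was counted at 2648 ± 233 normalized counts (SD, n = 3) in B6 WT BMDMs, 865 ± 18.0 in *Mertk* -/-V1 BMDMs (log2 fold change -1.61, SE 0.06, adjusted p = 3.27e-09 from limma) and 687 ± 36.1 in *Mertk* -/-V3 BMDMs (log2 fold change -1.94, SE 0.06, adjusted p = 2.54e-10). In the libraries labelled *Mertk* -/-V2 it was higher, at 3567 ± 30.7 (log2 fold change 0.43, SE 0.06, adjusted p = 0.00129). All 3 libraries of each knockout lay beyond the 3 of B6 WT. *Mertk* -/-V1 BMDMs had 57 DEGs (47 higher, 10 lower) among 949 genes with an adjusted p under 0.05, *Mertk* -/-V2 BMDMs 34 (27 higher, 7 lower) among 618 and *Mertk* -/-V3 BMDMs 21 (12 higher, 9 lower) among 157. With the fold threshold kept, array quality weights moved the counts of *Mertk* -/-V1 and *Mertk* -/-V3 most, to 111 and 78, and those of *Mertk* -/-V2 ranged from 12 with a fit of only the groups compared to 59 with array quality weights. The counts also hung on single libraries. *Mertk* -/-V1 BMDMs had 33 DEGs without B6 WT replicate 1 and 92 without B6 WT replicate 3, *Mertk* -/-V2 BMDMs had 22 without B6 WT replicate 1, 18 without B6 WT replicate 2 and 59 without *Mertk* -/-V2 replicate 3, and *Mertk* -/-V3 BMDMs had 41 without B6 WT replicate 3.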

Our experiments identified a number of changes in *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ BMDMs compared to B6 WT controls. Furthermore, *Mertk* ^-/-V1^ mice had a significant number of upregulated and downregulated genes that were not recapitulated in *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice (Figure 6A–C). 

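The direct comparison of *Mertk* -/-V1 BMDMs with the mean of *Mertk* -/-V2 and *Mertk* -/-V3 BMDMs gave 26 DEGs, 18 higher and 8 lower in *Mertk* -/-V1, out of 133 genes with an adjusted p under 0.05. The fits that each left out 1 library gave 22 to 30. On chromosome 2 there were 11 of the 26 (8 higher, 3 lower), and 15 (10 higher, 5 lower) lay on 10 other chromosomes. Between pairs of knockouts, *Mertk* -/-V1 and *Mertk* -/-V2 BMDMs shared 19 DEGs in the same direction, *Mertk* -/-V1 and *Mertk* -/-V3 shared 1, which was *Mertk*, and *Mertk* -/-V2 and *Mertk* -/-V3 shared 6. At an unadjusted p under 0.05 with the fold threshold the pairs shared 37, 11 and 18 genes. In 100 simulations of unchanged groups, with genes drawn independently, a pair shared at most 1 by that rule. The simulated groups were centered on the mean of the B6 WT libraries. They leave out the sharing that comes from sampling error of these common libraries, so they cannot tell how many shared genes chance gives.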

Although the lack of anti-tumor resistance in *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice already pointed to a MERTK-agnostic basis for tumor clearance, we hypothesized that some of the coincidental changes in BMDMs in these mice might compensate for the loss of MERTK by providing redundancy in phagocytosis. Thus, we expected no reduction in efferocytosis in BMDMs derived from *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice, unlike BMDMs from *Mertk* ^-/-V1^ mice. We generated CD11b^+^ F4/80^+^ BMDMs from B6 WT, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice and tested them in an ex vivo phagocytosis assay. Flow cytometry-based analysis of BMDMs derived from *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice confirmed MERTK ablation in these cells compared to B6 controls (Figure 6—figure supplement Figure 6—figure supplement 1A and B). BMDMs were cultured with pHrodo-labeled apoptotic thymocytes in the presence of serum and their uptake was assayed by flow cytometry after 1 hr. As expected, *Mertk* ^-/-V1^ BMDMs were ~50% less phagocytic than B6 WT BMDMs. BMDMs from *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice were similarly less phagocytic than those from B6 WT mice (Figure 6D and E). These experiments demonstrate that BMDMs derived from *Mertk* knockout mice of 129P2 or B6 origin were equally deficient in the efferocytosis of apoptotic thymocytes.

**Figure 6.**
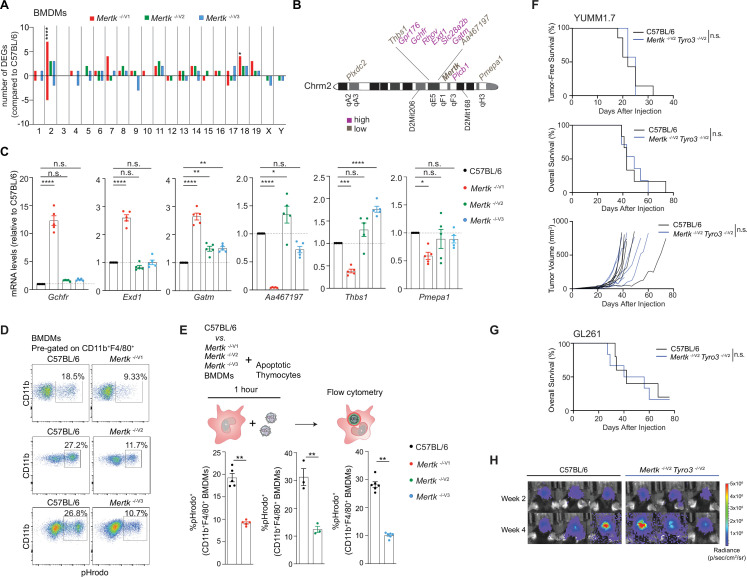
Anti-tumor response of *Mertk* ^-/-V1^ mice is neither the result of deficient efferocytosis by macrophages nor hypomorphic TYRO3. (**A**) Distribution of differentially expressed genes (DEGs) in bone marrow-derived macrophages (BMDMs) across chromosomes. (n = 3 samples/genotype). *p<0.05, ****p<0.0001, hypergeometric test. (**B**) Schematic indicating chromosome 2 genes that are upregulated or downregulated in *Mertk* ^-/-V1^ BMDMs. (**C**) qPCR quantification of the indicated chromosome 2 genes in C57BL/6, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ BMDMs (mean ± SEM, n = 5 samples/genotype). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, one-way ANOVA Dunnett’s test. (**D**) BMDMs from C57BL/6, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice were co-cultured with apoptotic thymocytes for 1 hr. Representative plots show uptake of pHrodo-labeled apoptotic thymocytes by CD11b^+^F4/80^+^ BMDMs by flow cytometry. (**E**) Quantification of (**D**) (mean ± SEM, n = 3–6 mice/group). **p<0.01, Mann–Whitney or Student’s *t*-test. (**F**) Tumor-free survival (TFS), overall survival (OS), and tumor volume in C57BL/6 (n = 7), *Mertk* ^-/-V1^ (n = 7), and *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ (n = 7) mice implanted with YUMM1.7 tumors. n.s., Log-rank Mantel–Cox test. (**G**) OS in C57BL/6 (n = 5) and *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ (n = 6) mice implanted with GL261 tumors. n.s., Log-rank Mantel–Cox test. (**H**) Representative IVIS images of intracranial tumors in C57BL/6 and *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice at D14 and D28 post-implantation. Source files for the distribution of DEGs in BMDMs across chromosomes (**A**), qPCR quantification of various chromosome 2 genes (**C**), quantification of percentage of pHrodo^+^ BMDMs (**E**), TFS (**F**), and OS (**F, G**) plots are available in Figure 6—source data 1. Supporting data for (**D, E**) is available in Figure 6—figure supplement 1. Figure 6—source data 1.Independent datasets for qPCR quantifications and survival dataset following implantation with tumor models shown in Figure 6. Figure 6—source data 2.Quantification of MERTK levels in bone-marrow-derived macrophages shown in Figure 6.

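The number of DEGs on each chromosome was compared with the genes tested there by a one-sided hypergeometric test, which is exact, with Benjamini-Hochberg adjustment over the chromosomes of a comparison. In *Mertk* -/-V1 BMDMs chromosome 2 held 13 of the 57 DEGs, 8 higher and 5 lower than in B6 WT, and 1038 of the 13420 genes tested (exact p = 0.000326, adjusted p = 0.00685). It held 2 of the 34 DEGs in *Mertk* -/-V2 BMDMs (exact p = 0.751) and 3 of the 21 in *Mertk* -/-V3 BMDMs (p = 0.219). Against the mean of *Mertk* -/-V2 and *Mertk* -/-V3, where 11 of 26 DEGs of *Mertk* -/-V1 BMDMs were on chromosome 2, p was 1.47e-06 (adjusted p = 3.08e-05). With the gene numbers per chromosome given by the paper as the background, p for *Mertk* -/-V1 against B6 WT was 0.000236.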

**Figure 6—figure supplement 1.**
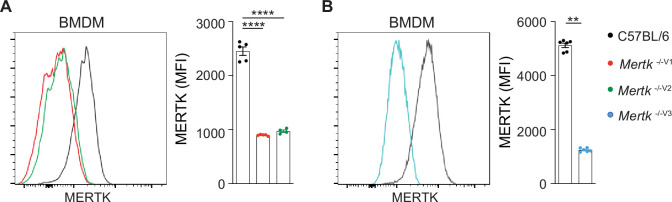
Significantly diminished MERTK expression in bone marrow-derived macrophages (BMDMs) isolated from *Mertk* knockout mice. (**A, B**) Representative flow cytometry and independent quantification of MERTK levels in BMDMs from C57BL/6, *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice (mean ± SEM of n = 4–5 mice/genotype). ****p<0.0001, one-way ANOVA Dunnett’s test; **p<0.01, Mann–Whitney test. Source files for quantification of MERTK levels in BMDMs are available in Figure 6—source data 2.

It is important to note that TYRO3 can not only compensate for MERTK in phagocytosis (Vollrath et al., 2015); it is also a negative regulator of the immune response (Chan et al., 2016). However, *Tyro3* was not a differentially expressed gene (DEG) in BMDMs because it is not expressed in these cells (Figure 6A–C). 

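*Tyro3* had a mean of 6.10 ± 1.02 normalized counts (SD, n = 3) in B6 WT BMDMs, 16.4 ± 1.69 in *Mertk* -/-V1, 5.27 ± 1.08 in *Mertk* -/-V2 and 8.44 ± 1.24 in *Mertk* -/-V3 BMDMs. Its mean over the 12 libraries was under the minimum of 10, so the gene was not tested. All 3 *Mertk* -/-V1 libraries lay above all 3 of B6 WT, a difference of 1.30 on the log2 scale that rose to at most 1.43 under the settings that fitted the gene. In a test over both tissues of whether the *Mertk* -/-V1 effect differed between them, *Tyro3* had a difference of -2.70 on the log2 scale, RPE minus BMDMs (adjusted p = 0.00334 from edgeR's quasi-likelihood test over all 30 libraries, with Benjamini-Hochberg adjustment).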

To entirely rule out *Tyro3* ^B6^ function as a suppressor in abolishing the anti-tumor effects of *Mertk* ablation in *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mice, we implanted YUMM1.7 and GL261 tumors in *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice. However, we observed that *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice entirely failed to phenocopy the anti-tumor resistance observed in *Mertk* ^-/-V1^ mice (Figure 6F–H). Specifically, 100% of *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice failed to show improved survival in comparison to B6 WT mice when implanted with YUMM1.7 (Figure 6F). No differences were observed in TFS, OS, or in tumor growth (Figure 6F). Similarly, in the GL261 model, no differences were observed in OS or in tumor volume in *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice following the DC vaccination strategy that conferred significant anti-tumor resistance to *Mertk* ^-/-V1^ mice (Figure 6G and H).

### Tissue-specific discordance in gene expression between *Mertk* ^-/-^ mouse lines carrying 129P2 versus B6 alleles

How are *Mertk* ^-/-V1^ mouse traits modified? RNAseq demonstrated that gene expression changes in *Mertk* ^-/-V1^ mice are not restricted to changes in *cis* on chromosome 2, but expanded in *trans* to other chromosomes. 

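Of the DEGs of *Mertk* -/-V1 against B6 WT, 19 of 28 in RPE and 44 of 57 in BMDMs lay outside chromosome 2, on 10 and 18 chromosomes. Against the mean of *Mertk* -/-V2 and *Mertk* -/-V3, 13 of 18 in RPE and 15 of 26 in BMDMs did. Of the 13, only *Gm3650*, *Pcna-ps2*, *Eif3j2*, *Rab37*, *Ffar2* and *Angptl4* were DEGs of *Mertk* -/-V1 against B6 WT too. Several others were DEGs of another knockout, such as *Gm47283* (log2 fold change -7.90 in *Mertk* -/-V2) and *Gm15446* (-6.76 in *Mertk* -/-V3). In BMDMs, 4 of the 15 lay on chromosome X, which held 0 DEGs of *Mertk* -/-V1 against B6 WT. Some genes on other chromosomes are copies of chromosome 2 genes with at least 97% identity over at least 300 nt, so that reads can be assigned to either. *Eif3j2*, *Gm3650* and *Pcna-ps2* were such copies, of *Eif3j1*, *Spg11* and *Pcna*. They made up 3 of the 19 and 3 of the 44 DEGs outside chromosome 2 in the comparison with B6 WT, and 3 of the 13 and 3 of the 15 in the direct comparison. In RPE *Eif3j1* (log2 fold change -0.86, adjusted p = 3.87e-05 from limma) had 949 ± 90.1 normalized counts in B6 WT and 520.5 ± 48.3 in *Mertk* -/-V1 (SD, n = 6 each), while *Eif3j2* went from 57.9 to 408. BMDMs held 774 ± 22.5 counts of *Eif3j1* in B6 WT and 406 ± 25.7 in *Mertk* -/-V1 (SD, n = 3 each; log2 fold change -0.93, adjusted p = 1.26e-05). No library of the knockout overlapped the B6 WT libraries in *Eif3j2* in either tissue.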

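Direct comparison of *Mertk* -/-V1 BMDMs with the mean of *Mertk* -/-V2 and *Mertk* -/-V3 BMDMs was used for the genes between *Thbs1* (ENSMUSG00000040152, 118111876 to 118127133) and *Plcb1* (ENSMUSG00000051177, 134786067 to 135475258), the outermost genes of Figure 6B. These bounds stand in for the markers of the haplotype map, whose positions on GRCm38 were not determined. Figure 6B shows genes changed in *Mertk* -/-V1 BMDMs of this same dataset, so the stretch is not independent of the BMDM shares given for it. Of the 187 genes tested in this stretch, 38 (20.3%) had an adjusted p under 0.05, 27 higher and 11 lower in *Mertk* -/-V1. On the remainder of chromosome 2 it was 10 of 851 (1.18%) and on the other chromosomes 85 of 12382 (0.686%). Against B6 WT alone, 50 of the 187 genes (26.7%) passed, compared with 6.69% on the other chromosomes. Of the 11 chromosome 2 DEGs in the direct comparison, 10 lay in the stretch.

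The largest increase was in *Gm14085* (ENSMUSG00000079071, 122484941 to 122528040), which the paper lists as *Slc28a2b*. It had 159 ± 10.8 normalized counts in *Mertk* -/-V1 BMDMs (SD, n = 3) and at most 2 reads in any *Mertk* -/-V2 or *Mertk* -/-V3 library, and was at least 43.8-fold higher than in *Mertk* -/-V2 and at least 48.6-fold higher than in *Mertk* -/-V3. *Gchfr* had 124 ± 8.68 normalized counts in *Mertk* -/-V1 BMDMs against 14.0 ± 2.00 in B6 WT (log2 fold change 3.07, SE 0.32, adjusted p = 0.000108), *Exd1* 45.3 ± 8.10 against 13.9 ± 5.76 (log2 fold change 1.68, SE 0.32, adjusted p = 0.00881) and *Gatm* 7232 ± 265 against 2888 ± 184 (log2 fold change 1.33, SE 0.09, adjusted p = 1.41e-06). In the direct comparison their log2 fold changes were 3.10 (adjusted p = 2.05e-05), 1.64 (adjusted p = 0.0084) and 1.39 (adjusted p = 1.94e-07). *AA467197* was counted at 45.3 ± 4.88 in B6 WT BMDMs and in at most 2 reads in each *Mertk* -/-V1 library, at least 12.8-fold lower (adjusted p = 1.59e-05). *Thbs1* fell from 384 ± 35.0 to 130.3 ± 19.3 (log2 fold change -1.56, SE 0.12, adjusted p = 7e-06). In each of these 6 genes all 3 *Mertk* -/-V1 libraries lay beyond all 3 of B6 WT. *Pmepa1*, on chromosome 2 outside the stretch, did not pass (log2 fold change -1.21, SE 0.76, adjusted p = 0.374).

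**Figure D2:**
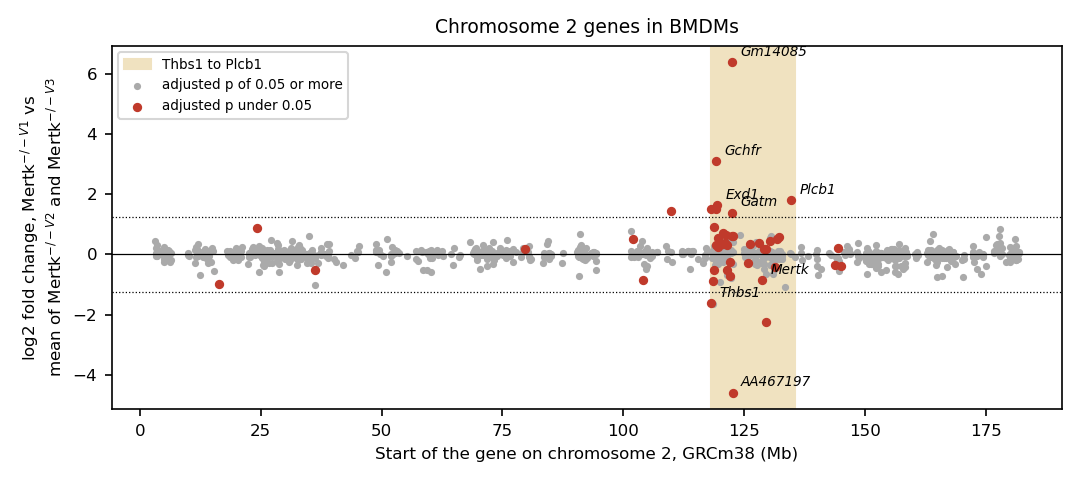
Log2 fold change of *Mertk* -/-V1 BMDMs against the mean of *Mertk* -/-V2 and *Mertk* -/-V3 for the tested genes of chromosome 2, by gene start in Mb on GRCm38. Red points have an adjusted p under 0.05 and gray points do not; the shaded band runs from *Thbs1* to *Plcb1* and holds 38 of the red points, and the dotted lines mark a log2 fold change of 1.25 in either direction.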

A number of genes displaying differential expression in *Mertk* ^-/-V1^ versus *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ in BMDMs mapped between D2Mit206 (55.94 cM) and D2Mit168 (71.02 cM) (in *cis*) on chromosome 2 (Figure 6B). We were able to confirm that genes mapping to this region, including *Gchfr*, *Exd1,* and *Gatm,* were increased by ~2.5- to 12-fold in *Mertk* ^-/-V1^ but not *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ BMDMs, compared to B6 WT BMDMs, by qPCR (Figure 6C). Additionally, transcripts such as *Aa467197*, *Thbs1,* and *Pmepa1* were found to be ~40–80% decreased in *Mertk* ^-/- V1^ but not *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ BMDMs, compared to B6 WT BMDMs (Figure 6C). 

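Outside chromosome 2, the DEGs against B6 WT numbered 44 in *Mertk* -/-V1 BMDMs (39 higher, 5 lower, on 18 chromosomes), 32 in *Mertk* -/-V2 BMDMs (25 higher, 7 lower, on 16) and 18 in *Mertk* -/-V3 BMDMs (10 higher, 8 lower, on 12). The split of the *Mertk* -/-V2 DEGs into higher and lower moved with the scaling: after quantile normalization on top of the size factors it was 16 higher and 11 lower over all chromosomes.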

Interestingly, genes beyond this chromosomal segment (i.e*.,* in *trans*) were also differentially expressed between B6 WT, *Mertk* ^-/-V1^, *Mertk* ^-/- V2^, and *Mertk* ^-/-V3^ BMDMs (Figure 6A). The changes in the expression of genes in *trans* common to *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ BMDMs by comparison to B6 WT are likely direct downstream consequences of *Mertk* ablation. Nevertheless, there were also distinct changes in *trans* in *Mertk* ^-/-V1^ BMDMs not reproduced in *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ BMDMs (Figure 6A). Such changes are likely independent of *Mertk*.

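The DEGs shared in the same direction by all 3 knockouts in BMDMs numbered 0, on any chromosome. With an unadjusted p under 0.05 in place of the adjusted one and the fold threshold kept, 9 genes were shared, all outside chromosome 2. Array quality weights gave 11 shared genes, DESeq2 on only the groups compared gave 2, no filter on low values gave 1, and the adjusted p without a fold threshold gave 53. Leaving out B6 WT replicate 3 gave 6 and leaving out *Mertk* -/-V2 replicate 3 gave 5, while the other fits that left out 1 library gave 0. The paper proposes that changes common to the 3 knockouts are direct downstream consequences of *Mertk* ablation, and that those in *Mertk* -/-V1 BMDMs alone are independent of *Mertk*.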

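Of the 44 DEGs of *Mertk* -/-V1 BMDMs outside chromosome 2, 18 were also DEGs in the same direction in the libraries labelled *Mertk* -/-V2. In those libraries the read count of the whole *Mertk* gene was not lower, while the paper reports loss of the protein in *Mertk* -/-V2 BMDMs by flow cytometry. In *Mertk* -/-V3 BMDMs 0 of the 44 were DEGs in the same direction. By an unadjusted p under 0.05 with the fold threshold in both knockouts, *Mertk* -/-V1 and *Mertk* -/-V3 BMDMs shared 10 genes outside chromosome 2. Measured directly against the mean of *Mertk* -/-V2 and *Mertk* -/-V3, 15 genes outside chromosome 2 passed. *Gm3650* had 88.0 ± 11.0 normalized counts in *Mertk* -/-V1 BMDMs against 11.4 ± 5.09 in B6 WT (SD, n = 3 each; log2 fold change 2.91, SE 0.34, adjusted p = 0.000244 from limma), with a direct log2 fold change of 3.35 (adjusted p = 1.48e-05). *Eif3j2* had 291 ± 20.6 against 41.3 ± 13.4 (log2 fold change 2.83, SE 0.21, adjusted p = 3.55e-06; direct 2.90, adjusted p = 4.4e-07). Both are near-identical to genes of chromosome 2. *Fosb* (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) was counted at 616 ± 135 in B6 WT, 34.0 ± 7.67 in *Mertk* -/-V1, 42.4 ± 15.1 in *Mertk* -/-V2 and 595 ± 309 in *Mertk* -/-V3 BMDMs, so that it fell in *Mertk* -/-V1 (log2 fold change -4.14, SE 0.32, adjusted p = 5.94e-06) and also in *Mertk* -/-V2 (log2 fold change -3.86, SE 0.32, adjusted p = 2.19e-05). *Dusp1* (ENSMUSG00000024190, chromosome 17, 26505590 to 26562128) had the same order, with 2138 ± 167, 271 ± 18.1, 281 ± 31.9 and 1649 ± 316 (*Mertk* -/-V1: log2 fold change -2.98, *Mertk* -/-V2: -2.93). The direct log2 fold changes of *Fosb*, -2.14 (adjusted p = 0.000838), and of *Dusp1*, -1.32 (adjusted p = 5.67e-06), come from the higher counts in *Mertk* -/-V3 BMDMs, and that of *Dusp1* was under the fold threshold without *Mertk* -/-V3 replicate 1 (-1.2499). *Cpne8* (ENSMUSG00000052560, chromosome 15, 90487482 to 90679432) was at most at 3 reads in each B6 WT and *Mertk* -/-V3 library and at 21.6 ± 0.679 normalized counts in *Mertk* -/-V1 and 20.8 ± 3.59 in *Mertk* -/-V2 BMDMs, at least 7.36-fold and at least 7.11-fold higher than in B6 WT. Its direct call was lost in 4 of the 9 alternatives and in 7 of the 9 fits that left out 1 library. In all 5 genes every *Mertk* -/-V1 library lay beyond every B6 WT library.

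**Figure D3:**
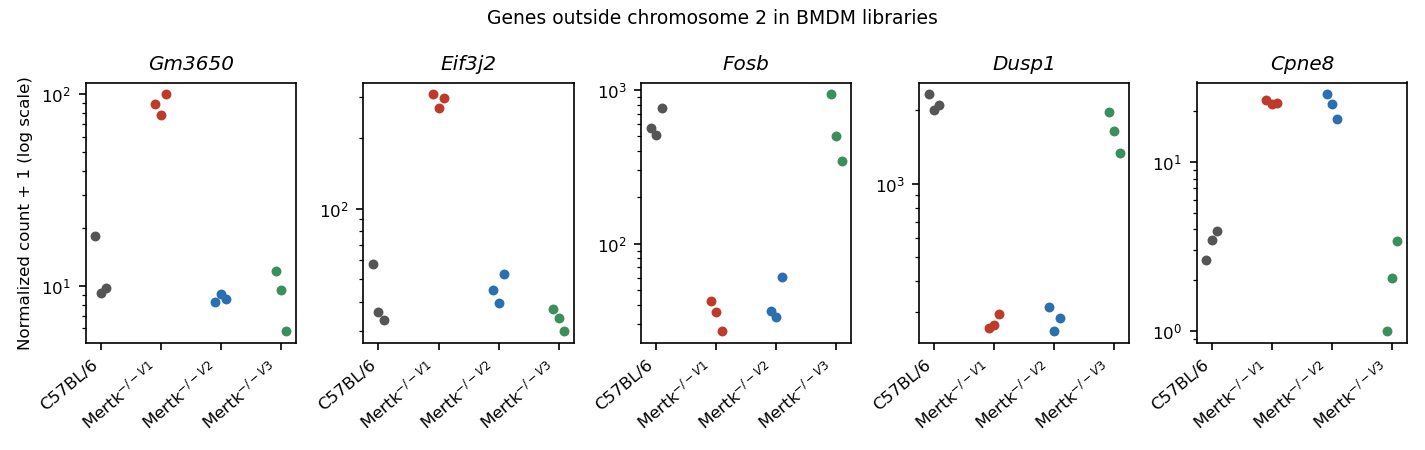
Normalized counts plus 1, on a log axis, of *Gm3650*, *Eif3j2*, *Fosb*, *Dusp1* and *Cpne8* in each of the 12 BMDM libraries, by genotype. The 3 *Mertk* -/-V1 libraries lie apart from the 3 of B6 WT in all 5 genes, and the 3 *Mertk* -/-V2 libraries lie with those of *Mertk* -/-V1 in *Fosb*, *Dusp1* and *Cpne8*.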

Importantly, many of the DEGs, in *cis* as well as in *trans,* were distinct between BMDMs and RPE in *Mertk* ^-/-V1^ versus *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ (Figure 4B–D, Figure 6A–C). For instance, DEGs corresponding to chromosome 2 such as *Itpka*, *Gm13999*, *Pla2g4e*, *Tgm3*, *Duoxa2,* and *Slc28a2b* were unique to BMDMs or RPE. Similarly, in chromosomes 18 and 19, there were a number of DEGs unique to BMDMs or RPE (Figure 4B, Figure 6A). Therefore, it is likely that there might be tissue-specific modifiers operating both in *cis* and *trans*. Additionally, there exist some genes that are transcribed in both BMDMs and RPE but are differentially expressed in either BMDMs or RPE only. For example, *Lcn2* and *Cst7* were detected as DEGs corresponding to chromosome 2 in *Mertk* ^-/-V1^ versus *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ RPE, while *Plcb1*, *Gpr176*, *Rhov*, *Thbs1,* and *Plxdc2* were DEGs in BMDMs only. This difference in chromosome 2 DEG identity between *Mertk* ^-/-V1^ versus *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ across tissues that basally transcribe said genes points to the impact of genetic background-specific regulation of gene expression. 

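Of the DEGs of *Mertk* -/-V1 against B6 WT, 10 were DEGs in the same direction in both tissues, 18 in RPE only and 47 in BMDMs only. The 10 were *Mertk*, *Exd1*, *Gatm*, *Gchfr* and *AA467197* on chromosome 2, *Eif3j2*, *Gm3650* and *Pcna-ps2* among the copies of chromosome 2 genes, and *Ifit1* and *Mx1*, the last 2 named after their values were seen. Part of the remainder had no chance to pass in the other tissue: 19 of the 28 RPE DEGs were tested in BMDMs and 51 of the 57 BMDM DEGs in RPE. In the direct comparison with the mean of *Mertk* -/-V2 and *Mertk* -/-V3, 9 genes were shared, 9 were DEGs in RPE only and 17 in BMDMs only. A gene past the thresholds in one tissue alone is not thereby shown to differ, so the difference of the *Mertk* -/-V1 effect between tissues was tested in one edgeR quasi-likelihood model of all 30 libraries. Among 19739 genes, 24 had an adjusted p under 0.05 and a difference of at least 1.25 on the log2 scale, 10 higher and 14 lower in RPE. Chromosome 2 held 3 of them. The alternatives gave 21 to 35 genes, the most without a threshold on the difference. Leaving out 1 library gave 11 to 29 genes, with the lower values from BMDM libraries: 11, 12 and 13 without *Mertk* -/-V1 replicates 1, 2 and 3, and 13 without B6 WT replicate 1 or 2. *Rab37* (-2.68, adjusted p = 0.0045), *Fosb* (6.04, adjusted p = 9.45e-05), *Dusp1* (3.54, adjusted p = 0.00371) and *Cpne8* (-3.00, adjusted p = 0.000367) differed between the tissues, whereas *Gm3650* (1.41, adjusted p = 0.12), *Eif3j2* (0.02) and *Pcna-ps2* (0.72, adjusted p = 0.772) did not pass.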

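*Itpka* and *Tgm3* were DEGs in *Mertk* -/-V1 RPE, and in BMDMs *Itpka* had 6.77 normalized counts in B6 WT and 5.40 in *Mertk* -/-V1, too few to be tested, while *Tgm3* had 0 in both. *Pla2g4e* (120166412 to 120245335) rose in RPE from 14.9 ± 7.43 to 151 ± 181 (SD, n = 6 each) without passing (log2 fold change 2.44, SE 0.82, adjusted p = 0.421 from limma), and had 0 in B6 WT and *Mertk* -/-V1 BMDMs. *Gm13999*, an antisense transcript at 120024807 to 120027453, had 0.642 normalized counts in B6 WT RPE and 7.92 ± 5.49 in *Mertk* -/-V1 RPE, and *Duoxa2* (122298900 to 122302885) had 16.4 ± 5.82 and 3.34 ± 3.14. Both were under the minimum for a test, and in both the 6 *Mertk* -/-V1 libraries lay apart from the 6 of B6 WT. *Gm14085*, the DEG of BMDMs listed by the paper as *Slc28a2b*, had 0 counts in B6 WT RPE and 2.53 ± 2.01 in *Mertk* -/-V1 RPE. In the test of the difference between tissues, *Itpka* (2.13, adjusted p = 0.328), *Tgm3* (3.98), *Pla2g4e* (3.27) and *Gm14085* (-2.33) did not pass, the last 3 with an adjusted p of at least 0.9999. These 3 genes were at or near 0 counts in both groups of the other tissue. The effect could not be estimated there, so the test cannot decide whether it differs between the tissues. *Gm13999* and *Duoxa2* were too low to be in the test.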

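On chromosome 18, 2 of 514 genes tested were DEGs of *Mertk* -/-V1 against B6 WT in RPE and 4 of 348 in BMDMs, all higher in *Mertk* -/-V1. On chromosome 19 there were 2 of 610 in RPE and 4 of 483 in BMDMs, also all higher. *Gm3650* and *Eif3j2* on chromosome 18, and *Pcna-ps2* and *Ifit1* on chromosome 19, were DEGs in both tissues, so that the 4 RPE DEGs of these chromosomes were also DEGs in BMDMs. *Iigp1* and *Pcdhac2* on chromosome 18 and *Neat1* and *Gm8369* on chromosome 19 were DEGs in BMDMs only. *Ifit1* and the 4 DEGs of BMDMs only were named after their values were seen. Each chromosome held a larger share of the DEGs than of the genes tested in both tissues, but not past an adjusted p of 0.05 (hypergeometric test, exact; adjusted p = 0.452 for chromosome 18 and 0.688 for chromosome 19 in BMDMs, 1 for each in RPE). Of the 24 genes whose *Mertk* -/-V1 effect differed between the tissues by the edgeR test, 1 was on chromosome 18 and 0 were on chromosome 19.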

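In *Mertk* -/-V1 RPE, *Lcn2* (32384633 to 32388252) rose from 89.0 ± 31.2 normalized counts in B6 WT to 505 ± 672 (SD, n = 6 each; log2 fold change 1.89, SE 0.54, adjusted p = 0.237 from limma) and *Cst7* (150570415 to 150578944) from 7.86 ± 2.98 to 33.7 ± 28.6 (log2 fold change 1.67, SE 0.45, adjusted p = 0.198). Neither passed the thresholds, and against the mean of *Mertk* -/-V2 and *Mertk* -/-V3 their log2 fold changes were 0.89 (adjusted p = 0.592) and 0.93 (adjusted p = 0.539). Replicate 6 of *Mertk* -/-V1 alone held 1870 normalized counts of *Lcn2*. DESeq2 called both genes. In BMDMs *Lcn2* had 47.9 ± 9.35 normalized counts in B6 WT and 43.0 ± 0.796 in *Mertk* -/-V1 (SD, n = 3 each), and *Cst7* had 56.2 ± 13.5 and 65.7 ± 20.4, with adjusted p of 0.734 and 0.68. The sign of the *Cst7* change in BMDMs turned without B6 WT replicate 2 (-0.0031) or without *Mertk* -/-V1 replicate 1 (-0.03).

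Each of the other 5 genes was a DEG in *Mertk* -/-V1 BMDMs. *Plcb1* rose from 14.7 ± 9.45 to 50.7 ± 6.88 (log2 fold change 1.87, SE 0.37, adjusted p = 0.0104; adjusted p from 0.000369 to 0.0253 under the alternatives, and 0.0553 without B6 WT replicate 1), *Gpr176* (118277110 to 118373419) from 172 ± 21.0 to 530.3 ± 64.7 (log2 fold change 1.62, SE 0.11, adjusted p = 2.95e-06) and *Rhov* (119269201 to 119271272) from 32.2 ± 3.71 to 108 ± 5.72 (log2 fold change 1.72, SE 0.27, adjusted p = 0.00246). *Plxdc2* (16356304 to 16755839), outside the stretch from *Thbs1* to *Plcb1*, fell from 66.7 ± 7.99 to 27.1 ± 1.82 (log2 fold change -1.26, SE 0.18, adjusted p = 0.00132). It was at 28.6 ± 4.50 in *Mertk* -/-V2 BMDMs (log2 fold change -1.20, adjusted p = 0.00264), and its log2 fold change in *Mertk* -/-V1 was under the fold threshold without B6 WT replicate 2 (-1.17), without *Mertk* -/-V1 replicate 2 (-1.21) and with a pseudocount of 5 (-1.16). RPE expressed the 5 genes too, with log2 fold changes in *Mertk* -/-V1 of 0.56 for *Plcb1*, -0.15 for *Gpr176*, -0.16 for *Rhov*, 0.09 for *Thbs1* and -0.03 for *Plxdc2*, all with an adjusted p of at least 0.885. The signs for *Rhov*, *Thbs1* and *Plxdc2* turned under some settings. Tested between the tissues, *Gpr176* differed (-1.72, adjusted p = 0.0383), and *Thbs1* (1.72, adjusted p = 0.0625), *Plxdc2* (1.32, adjusted p = 0.0859), *Rhov* (-2.07, adjusted p = 0.467), *Plcb1* (-0.85), *Lcn2* (2.63, adjusted p = 0.376) and *Cst7* (1.82, adjusted p = 0.467) did not. From the DEGs found in one tissue and not in the other, the paper proposes that tissue-specific modifiers operate in *cis* and in *trans*.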

Taken together, complex traits in *Mertk* ^-/-V1^ mice, such as anti-tumor resistance, are likely to result from a combination of cell type- and genetic background-specific changes.

## Discussion

The *Mertk* ^-/-V1^ mice (Camenisch et al., 1999), heretofore, has remained the workhorse for investigation of the biological consequences of *Mertk* ablation. Based on studies deploying *Mertk* ^-/-V1^ mice, there is an increasing contemporary interest in the role of this RTK in what are likely to be complex traits, such as anti-tumor response and neurodegeneration (Cook et al., 2013; Crittenden et al., 2016; Davra et al., 2021; Fourgeaud et al., 2016; Huang et al., 2021; Ji et al., 2013; Lindsay et al., 2021; Stanford et al., 2014; Tormoen et al., 2020). There is an emerging concept of MERTK as an innate immune checkpoint and that targeting this RTK might enhance immunotherapy (Akalu et al., 2017; Huelse et al., 2020; Lentz et al., 2021; Liu et al., 2021; Rothlin and Ghosh, 2020). Remarkable anti-tumor resistance was observed in a number of standard mouse tumor models such as MMTV-PyVmT, B16:F10, MC38, E0771, and B78ChOva in *Mertk* ^-/- V1^ mice (Cook et al., 2013; Davra et al., 2021; Lindsay et al., 2021). Our initial results were entirely consistent with and extended such findings in that we were able to observe an astonishing anti-tumor resistance in hard-to-treat mouse models such as the anti-CTLA-4- and anti-PD-1-refractory YUMM1.7 mouse melanoma. *Mertk* ^-/- V1^ mice could even be rendered resistant to orthotopic GL261 glioblastoma with post-tumor DC-Vax treatment. Although our use of additional tumor models further validated the paradigm of host anti-tumor resistance in the *Mertk* ^-/-V1^ mice, we surprisingly also discovered that *Mertk* ablation is not sufficient for resistance against YUMM1.7 and GL261. It is important to acknowledge that the work by Davra et al. and Lindsay et al. not only employed the *Mertk* ^-/-V1^ mouse, but also utilized alternative approaches such as antibodies or small-molecule inhibitors to pharmacologically disable MERTK (Davra et al., 2021; Lindsay et al., 2021). The role of *Mertk* as an oncogene confounds interpretations of ostensible immune function when using pharmacological agents. It is possible that some of the reported effects are a consequence of inhibiting the oncogenic role of TAM RTKs. Since we did not test identical tumor models as the previous reports, it remains entirely possible that anti-tumor immunity in the models reported before, serendipitously, is dependent exclusively on the loss of MERTK. For instance, macrophage-specific ablation of *Mertk* in B6 background conferred a statistically significant reduction in tumor growth in the PyMT mouse model (Sekar et al., 2022). Taken together, our findings indicate that the universality of improving anti-tumor immunity through targeting MERTK, irrespective of the tumor model employed, has to be questioned. MERTK inhibition-dependent enhancement of anti-tumor immunity is likely to be contextual.

Similar concerns extend to *Mertk* ^-/-V1^ mouse traits beyond anti-tumor immunity. The conditional ablation of *Mertk* in microglia led to decreased phagocytosis index in the mouse hippocampus (Fourgeaud et al., 2016). Hippocampal neurogenesis was impaired in *Mertk* ^-/-V1^ mice (Ji et al., 2013) or paradoxically, transiently increased in the absence of *Mertk* (Fourgeaud et al., 2016), suggesting laboratory-specific strain differences in *Mertk* ^-/-V1^ mice. It remains to be determined if changes in hippocampal neurogenesis in *Mertk* ^-/-V1^ mice are a direct consequence of loss of *Mertk* or due to strain-specific expression of modifiers. The unequivocal demonstration of independent modifiers of *Mertk* ^-/-V1^ mouse traits calls for re-examination of the molecular and functional basis of phenotypes assigned exclusively to the loss of MERTK. We do not, however, consider all *Mertk* ^-/-V1^ mouse traits to be ambiguous. Using *Mertk* ^-/-V1^ mice, DeBerge et al. demonstrated that post-reperfusion MERTK-dependent phagocytosis is cardioprotective in a mouse model of myocardial ischemia reperfusion injury (DeBerge et al., 2017). Notably, conditional ablation of *Mertk* in myeloid cells of B6 background confirmed the cardioprotective role for this RTK (DeBerge et al., 2017).

Neither are all phenotypes of *Mertk* ^-/-V1^ mice invariably and inviolably linked to loss of phagocytosis in the absence of MERTK. The functional role of MERTK in phagocytosis remains beyond doubt, and we, in fact, validated the dependency of macrophages on MERTK for phagocytosis by using two independently generated mouse knockout lines. Our studies are also consistent with a report by Wanke et al. In mice wherein MERTK signaling was disabled by targeting the sequence coding for the kinase domain of MERTK (*Mertk* ^K614M/K614M^ mice), peritoneal macrophages failed to phagocytose apoptotic thymocytes at rates similar to that observed in *Mertk* ^-/- V1^ mice (Wanke et al., 2021). Importantly, *Mertk* ^K614M/K614M^ mice were generated on a B6 background, further indicating that the phagocytic function of macrophages depended on MERTK and is lost in its absence, independent of the 129P2 or B6 ES cell background that *Mertk* was targeted in. The biological basis for the differences in retinal degeneration phenotype in the *Mertk* ^-/-V1^ versus *Mertk* ^-/-V2^ and *Mertk* ^-/-V3^ mouse lines can also be trivially explained by a redundancy in phagocytosis provided for by TYRO3 in the absence of MERTK. The original *Mertk* ^-/-^ mouse line, even after >10 generations of backcrossing to B6 mice in our laboratory, retained an ~15 cM chromosome 2 segment with 129P2 alleles that are genetically linked to the targeted *Mertk* locus and failed to recombine and segregate from it. A previous report by Vollrath et al. had also reported the presence of an ~40 cM chromosome 2 segment with 129P2 alleles in *Mertk* ^-/-V1^ mice (Vollrath et al., 2015). Vollrath et al. mapped a modifier of the retinal degeneration phenotype to a 2 cM region containing 53 ORFs by genetic linkage mapping (Vollrath et al., 2015). Segregation of the *Mertk*-linked 129 region with a B6 region that contained *Tyro3* restored retinal homeostasis (Vollrath et al., 2015). Since a genetic strategy was used in this previous report, in theory, potential contribution of other genes within the co-segregating region with suppressor function cannot be ruled out. Given that *Tyro3* is the only *Mertk* paralog within this region, such an exception is unlikely. Nonetheless, in a complementary approach, we directly targeted *Tyro3* in B6 *Mertk* ^-/-V2^ mice-derived ES cells to unambiguously demonstrate that the simultaneous ablation of *Mertk* and *Tyro3* in B6 mice is necessary and sufficient for retinal degeneration. One of the potential concerns for using MERTK inhibitors in the clinic is the on-target adverse event of rapid retinal degeneration. Vollrath et al., 2015, Maddox et al., 2011, and our results collectively indicate that sparing TYRO3 activity can greatly ameliorate this concern while targeting the oncogenic activity of MERTK.

The phagocytosis paradigm, nevertheless, failed entirely in explaining the remarkable anti-tumor resistance of *Mertk* ^-/-V1^ mice. Loss of/reduced phagocytosis by macrophages and other phagocytes, when *Mertk* is genetically ablated, is often surmised causal to the manifested phenotype (Davra et al., 2021; Huang et al., 2021; Stanford et al., 2014; Zhou et al., 2020). *Tyro3* is not expressed in BMDMs, was not a DEG in BMDM RNAseq experiments, and *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ BMDMs were equally deficient in efferocytosis in an ex vivo assay. Thus, neither TYRO3 nor any other DEG provided a redundancy to macrophage phagocytosis in the absence of MERTK. This observation seriously challenges the dogma that failure of MERTK-dependent efferocytosis of tumor cells universally improves anti-tumor immunity.

Phenotypic differences not accounted for fully by the target gene are not entirely an uncommon occurrence in tumor resistance. For example, the frequency of intestinal adenomas in *Apc* ^min^ mice is dramatically modified by the genetic background that the mutation is introduced in. *Apc* ^min^ mice with a B6 background were reported to develop 28.5 ± 7.9 tumors and die within 4 months of birth (Dietrich et al., 1993). When these *Apc* ^min^ mice were crossed to an AKR mouse, the mixed B6/AKR background had 5.8 ± 4.3 tumors and lived until they were euthanized at 300 days (Dietrich et al., 1993). Crossing the B6/AKR F1 mice with AKR further reduced tumor loads to 1.75 ± 1.7 tumors (Dietrich et al., 1993). The modifier allele was identified as *Mom1* mapping to chromosome 4 (Dietrich et al., 1993). We postulate that the anti-tumor resistance of the *Mertk* ^-/-V1^ mouse line also involves modifier alleles. The 129P2 segment in *Mertk* ^-/-V1^ mice not only accounts for a number of gene expression differences within the *cis* non-B6 flanking region, but also results in differential gene expression in a number of *trans* loci. It is possible that the anti-tumor resistance ascribed solely to *Mertk* might actually involve one or more modifier activities encoded within *cis* or *trans* loci unique to the *Mertk* ^-/-V1^ mice that are absent in B6 ES cell-derived *Mertk* ^-/-^ mouse lines. Furthermore, since gene expression differences between *Mertk* ^-/-V1^ and *Mertk* ^-/-V2^ or *Mertk* ^-/- V3^ mice are cell type-specific, it is possible that tissue-specific expression quantitative trait loci (eQTLs) may function in combination as modifiers of complex traits, such as anti-tumor immune responses. This makes identification of the crucial modifiers more challenging. Assuming said modifiers are acting in *cis*, genomic CRISPR/CAS9 screens for loss of YUMM1.7 and GL261 resistance in a series of *Mertk* ^-/-V1^-derived mouse lines ablated for genes within the ~15 cM region of chromosome 2 may reveal the modifiers. Alternatively, if the 129P2 allele is dominant, BAC transgenics using *Mertk* ^-/-V2^ ES cells to express 129P2 variants of genes for the rescue of the anti-tumor response might also be an appropriate strategy.

We cannot also entirely eliminate the possibility that *Mertk* itself does not have a functional role in some of the traits observed in *Mertk* ^-/-V1^ mice. For example, the DC-intrinsic defect in emigration to inflamed tissue that was initially ascribed to loss of function of *Nlrp10* in *Nlrp10* ^-/-^ mice first generated in a B6-BALB/c mixed background was subsequently revealed to be caused by a spontaneous mutation in *Dock8*, an unexpected by-product of the BALB/c variant of the gene (Eisenbarth et al., 2012; Krishnaswamy et al., 2015). Similarly, *Il10* ^-/-^ mice in a B6 background differed in open-field behavioral tests from *Il10* ^-/-^ mice in a 129-B6 mixed background (Bolivar et al., 2001). The behavioral differences were found to be due to eQTLs *Emo4* and *Reb1* inherited from flanking region of *Il10* in chromosome 1 and not attributable to *Il10* itself (de Ledesma et al., 2006).

In conclusion, two newly generated mouse lines with genetic ablation of *Mertk* reveal that some of the well-established *Mertk* ^-/-V1^ mice traits tested herein were products of epistatic interactions with modifiers in the 129P2 genome. These new *Mertk* knockout mouse lines should prove useful for validation of phenotypes ascribed exclusively to *Mertk* based on studies employing *Mertk* ^-/-V1^ mice. Furthermore, these studies also identify a unique anti-tumor resistance in *Mertk* ^-/- V1^ mice against anti-CTLA-4 and anti-PD-1 refractory YUMM1.7 melanoma as well as against GL261 brain tumors, the molecular basis of which remains unknown. This model may yet prove useful for the discovery of a novel host anti-tumor response that can be therapeutically harnessed for improving outcomes in cancer.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Mertk*	NCBI Gene ID	17289	
Gene (*M. musculus*)	*Tyro3*	NCBI Gene ID	22174	
Strain, strain background (*M. musculus,* males and females)	C57BL/6J	The Jackson Laboratory	Strain# 000664	
Genetic reagent (*M. musculus*)	*Mertk* ^-/-V1^	Lu et al., 1999		Both males and females used
Genetic reagent (*M. musculus*)	*Mertk* ^-/-V2^	This paper		See section ‘Animals’, both males and females used
Genetic reagent (*M. musculus*)	*Mertk* ^-/-V3^	This paper		See section ‘Animals’, both males and females used
Genetic reagent (*M. musculus*)	*Tyro3* ^-/-^	Lu et al., 1999		Both males and females used
Genetic reagent (*M. musculus*)	*Mertk* ^-/-V2^ *Tyro3* ^-/-V2^	This paper		See section ‘Animals’, both males and females used
Biological sample (*M. musculus*)	Retinal pigment epithelial cells	This paper		Freshly isolated from indicated mouse strains, see ‘Materials and methods’ sections for various applications
Biological sample (*M. musculus*)	Bone marrow-derived macrophages	This paper		Freshly isolated from indicated mouse strains, see ‘Materials and methods’ sections for various applications
Antibody	Anti-MERTK (rabbit polyclonal)	Abcam	Cat# ab95925	WB (1:1000)
Antibody	Anti-TYRO3 (rabbit monoclonal)	Cell Signaling Technology	Cat# 5585S	WB (1:1000)
Antibody	Anti-β-actin (rabbit monoclonal)	Cell Signaling Technology	Cat# 8457S	WB (1:10,000)
Antibody	Anti-β-actin (mouse monoclonal)	Cell Signaling Technology	Cat# 3700S	WB (1:10,000)
Antibody	Anti-rabbit IgG, IRDye800 (donkey polyclonal)	Li-COR Biosciences	Cat# 926-32213	WB (1:15,000)
Antibody	Anti-mouse IgG, IRDye680 (donkey polyclonal)	Li-COR Biosciences	Cat# 926-68072	WB (1:20,000)
Antibody	Anti-mouse CD16/32 (rat monoclonal)	BioLegend	Cat# 101302	FC (1:1000)
Antibody	Anti-mouse CD11b (rat monoclonal)	BioLegend	Cat# 101222	FC (1:200)
Antibody	Anti-mouse F4/80 (rat monoclonal)	BioLegend	Cat# 123114	FC (1:200)
Antibody	Anti-mouse MERTK (rat monoclonal)	Invitrogen	Cat# 17-5751-82	FC (1:200)
Chemical compound, drug	RNAprotect Cell Reagent	QIAGEN	Cat# 76526	
Chemical compound, drug	Paraformaldehyde 16%	Electron Microscopy Sciences	Cat# 15710	
Chemical compound, drug	Glutaraldehyde 25%	Electron Microscopy Sciences	Cat# 16200	
Chemical compound, drug	Tropicamide ophthalmic Solution 0.5%	Sandoz	Cat# 61214-354-01	
Chemical compound, drug	cOmplete Protease Inhibitor Cocktail	Roche	Cat# 11697498001	
Chemical compound, drug	Eye Fixative	ServiceBio	Cat# G1109	
Commercial assay, kit	RNeasy Plus Micro Kit	QIAGEN	Cat# 74034	
Commercial assay, kit	iScript cDNA Synthesis Kit	Bio-Rad	Cat# 1708891	
Commercial assay, kit	Mini-PROTEAN TGX Stain-Free Precast Gel	Bio-Rad	Cat# 4568025, 4568125	
Commercial assay, kit	Immun-Blot PVDF membrane	Bio-Rad	Cat#1620177	
Commercial assay, kit	Pierce BCA Protein Assay Kit	Thermo Scientific	Cat# 23227	
Other	Hematoxylin-eosin staining	iHisto histopatholgy support		https://www.ihisto.io/

### Animals

Animals were bred and maintained under a strict 12 hr light cycle and fed with standard chow diet in a specific pathogen-free facility at Yale University. All experiments involving animals were performed in accordance with regulatory guidelines and standards set by the Institutional Animal Care and Use Committee of Yale University. All C57BL/6 mice were purchased from Jackson Laboratories and subsequently bred and housed at Yale University. The widely used *Mertk* ^-/-V1^ mice have been described previously (Camenisch et al., 1999; Lu et al., 1999). *Mertk* ^-/-V1^ mice were crossed onto the C57BL/6J background (Jackson Laboratories strain# 000664) for at least 10 generations. As shown in Figure 1, *Mertk* ^-/-V1^ mice have deletion of exon 17 that corresponds to the kinase domain of *Mertk* and the neomycin cassette is still present in the *Mertk* locus. Of note, exon 17 was referred to as exon 18 in the original description of the mouse (Lu et al., 1999).

To generate an independent line of mice that has *Mertk* deleted globally (referred to as *Mertk* ^-/-V2^ mice), we bred *Mertk* ^f/f^ mice with commercially available Rosa26^ERT2^Cre^+^ (Jackson Laboratories strain# 008463) mice. A description detailing the generation of the *Mertk* ^f/f^ mice can be found in Fourgeaud et al., 2016 (Fourgeaud et al., 2016). *Mertk* ^f/f^ mice originated from embryos of C57BL/6NJ background. Germline inactivation of the *Mertk* ^f/f^ allele in *Mertk* ^f/f^ Rosa26^ERT2^Cre^+^ mice was achieved by intraperitoneally injecting 3 mg of 4-hydroxytamoxifen (Sigma-Aldrich H7904) for five consecutive days. Two weeks post-tamoxifen injection, adult males and females were set up as breeder pairs. Litters from this cross were then screened for excision of the *Mertk* ^f/f^ allele. Once identified, excision positive mice were bred with C57BL/6J mice to eliminate the Cre recombinase. Finally, mice were genotyped to set apart *Mertk* ^-/-V2^ founder mice that had excised exon 18, encoding for the kinase domain of *Mertk*, on both alleles. Genome-wide single-nucleotide polymorphism (SNP) analysis of our established *Mertk* ^-/-V2^ mice indicated that ~84.37% of their genome was C57BL/6J-derived while ~15.62% was C57BL/6NJ-derived. An independent line targeting deletion of *Mertk,* designated as *Mertk* ^-/-V3^ mice, was generated at Cyagen Biosciences Inc (Santa Clara, CA), by CRISPR/Cas9-mediated genome engineering. As shown in Figure 1, *Mertk* ^-/-V3^ mice have exons 3 and 4 targeted; transcribed mRNA from targeted allele with frameshift mutation undergo nonsense-mediated decay. Single-guide RNAs (sgRNAs) were injected into fertilized C57BL/6NJ eggs, and founder animals were identified by PCR followed by DNA sequencing analysis. Genome-wide SNP analysis revealed that ~55.22% of their genome was C57BL/6J-derived and ~44.73% was C57BL/6NJ-derived.

CRISPR/Cas9 technique was used to make *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ mice, as described previously (Henao-Mejia et al., 2016), at the Yale Genome Editing Center. In brief, T7-sgRNA templates were prepared by PCR, incorporating the guide sequences from the desired target regions in the mouse *Tyro3* gene (NCBI Gene ID: 22174), with a 5′ guide sequence of CTACACCTACAGAGAACAAG (sense orientation, cutting the gene at 8387/8 bp within intron 6) and a 3’ guide sequence of CCCAAGTGTCAGAATCCCAG (sense orientation, cutting the gene at 17,800/1 bp within intron 18), thus resulting in a deletion of 9413 bp. The T7-sgRNA PCR templates were then used for in vitro transcription and purification with the MEGAshortscript T7 Transcription Kit and MEGAclear Transcription Clean-Up Kit, respectively (both from Thermo Fisher Scientific AM1354, AM1908). Cas9 mRNA (CleanCap, 5-methoxyuridine-modified) was purchased from TriLink Biotechnologies. Subsequently, cytoplasmic microinjections of sgRNAs and Cas9 mRNA into single-cell embryos obtained from *Mertk* ^-/-V2^ donors were performed. Founder mice with heterozygous deletion of the *Tyro3* allele were identified with genotyping by PCR. Next, *Mertk* ^-/-V2^ *Tyro3* ^-/-V2^ line was established by heterozygote-to-heterozygote breeding. Consistent with previous reports (Chen et al., 2009; Lu et al., 1999), male double knockout mice lacking both *Mertk* and *Tyro3* have significantly smaller testicles and reduced fertility. *Tyro3* ^-/-V1^ mice have been described previously (Lu et al., 1999).

### PCR amplification

PCR reactions for sequencing were performed using the primers listed in Appendix 1—table 1. PCR amplifications were carried out with TopTaq Master Mix Kit (QIAGEN). PCR reactions of 25 μl were performed with 2 μl genomic DNA, 0.2 μM primer pair, 2.5 μl CoralLoad Concentrate 10×, 12.5 μl TopTaq Master Mix, 2× (contains TopTaq DNA polymerase, TopTaq PCR Buffer with 3 mM MgCl_2_ and 400 μM each dNTP). Thermal cycling conditions were based on Touchdown PCR method described by Korbie and Mattick, 2008. PCR products were examined by gel electrophoresis.

### STR analysis

Genomic DNA was isolated from liver biopsies using the DNeasy blood and tissue kit (QIAGEN 69504) according to the manufacturer’s protocol. PCR reactions to amplify 24 different microsatellite regions on chromosome 2 were performed using the primers listed in Appendix 1—table 1. Thermal cycling conditions were optimized based on Touchdown PCR method described by Korbie and Mattick, 2008. Following PCR amplification, STR markers were scored by resolving PCR products on 4% agarose gels.

### Western blot

Protein lysates from adult mice RPE were obtained using a previously validated protocol (Wei et al., 2016). Briefly, the neural retina was removed and posterior eyecups were incubated on ice in 200 μl of RIPA buffer with protease inhibitor cocktail, EDTA-free (Roche 11697498001) for up to 1 hr. Posterior eyecups were removed and the dislodged RPE cells were sonicated for 20 s on ice. After 10 min at 14,000 rpm in a refrigerated centrifuge, supernatants were transferred to new tubes and protein content was quantified with Pierce BCA assay (Thermo Fisher Scientific 23227) as per the manufacturer’s instructions. Concomitantly, spleen, brain, testes, and peritoneal exudate were collected from adult mice. Samples were kept in NP-40 buffer containing a cocktail of protease inhibitors (Roche 11697498001). Tissues were mechanically disrupted and left rotating at 4°C for 2 hr to ensure complete homogenization. Subsequently, all samples were centrifuged for 20 min at 12,000 rpm and the supernatants were collected for protein quantification as described above.

For immunoblots, equal amounts of total protein in Laemmli buffer were subjected to electrophoresis on precast polyacrylamide gels (Bio-Rad 4568025, 4568125) and transferred to PVDF membranes (Bio-Rad 1620177). Membranes were blocked and probed overnight with corresponding primary antibodies (MERTK: Abcam ab95925 1/1000, TYRO3: Cell Signaling Technology 5585S 1/1000, β-actin: Cell Signaling Technology 8457S and 3700S). Secondary antibodies conjugated to near-infrared fluorophores (LI-COR Biosciences 926-32213, 926-68072) were detected using Odyssey Classic Imaging System (LI-COR Biosciences) and quantified with Image Studio Lite Software (LI-COR Biosciences).

### Generation of BMDMs

BMDMs from age-matched, adult C57BL/6 *Mertk* ^-/-V1^, *Mertk* ^-/-V2^, and *Mertk* ^-/-V3^ mice were differentiated from bone marrow precursors. Briefly, bone marrow cells were isolated and propagated for 7 days in 30% L929-conditioned RPMI (Gibco 11875101) containing 20% FCS (Sigma-Aldrich 18D078) and 1% Penicillin-Streptomycin (Gibco 10378016). At day 7, BMDMs were lifted for downstream assays.

### Phagocytosis assays

Thymocytes were isolated from 3- to 6-week-old C57BL/6 mice. Thymocytes were incubated for 4 hr with 1 μg/ml of dexamethasone (Sigma-Aldrich D4902) to induce apoptosis. In parallel, BMDMs from the indicated mice were collected and replated to adhere for 3 hr at 37°C. Apoptotic thymocytes, pre-labeled with 0.1 mg/ml of pHrodo-SE (Thermo Fisher P36600), were subsequently added to BMDMs at 6:1 ratio. Cells were co-cultured for 1 hr at 37°C. Afterward, the apoptotic thymocyte-containing media were removed and BMDMs were washed five times with 1× PBS. Adherent BMDMs were then treated with Accutase (Sigma-Aldrich A6964) for 10 min at 37°C. BMDMs were then gently scraped off for collection and stained for analysis with flow cytometry.

### Flow cytometry staining and acquisition

Single-cell suspensions of BMDMs were stained in PBS with fixable viability dye (Thermo Fisher Scientific 65-0865-14) for 10 min. Cells were then incubated in 2% FCS/PBS solution containing anti-mouse CD16/32 antibody (BioLegend clone 93) for 15 min and subsequently stained with a combination of fluorophore-conjugated primary antibodies against mouse CD11b (BioLegend clone M1/70), F4/80 (BioLegend clone BM8), and MERTK (Invitrogen clone DS5MMER) at 4°C for 25 min. After staining, cells were washed and data was immediately acquired with BD LSRII flow cytometer using BD FACSDiva software (BD Biosciences). Finally, raw data were analyzed using FlowJo software (Tree Star Inc).

### Histological analysis

After mice were sacrificed by carbon dioxide inhalation, eyecups were immediately collected and incubated overnight in eye fixative (ServiceBio). Hematoxylin and eosin staining was performed by iHisto Inc Samples were processed, embedded in paraffin, and sectioned at 4 μm. Paraffin sections were then deparaffinized and hydrated using the following steps: xylene, two rounds,15 min each; 100% ethanol, two rounds, 5 min each; 75% ethanol, one round, 5 min; and 1× PBS, three rounds, 5 min each at room temperature. After deparaffinization, 4‐μm‐sectioned samples were placed on glass slides and stained with hematoxylin and eosin. Whole-slide scanning (20×) was performed on an EasyScan Infinity (Motic). ONL thickness was analyzed in ImageJ (NIH). Quantification of ONL thickness was performed in the medial retina. The areas analyzed were defined by distance from the optic disk. Ten measurements of ONL thickness were done per mouse.

### Electron microscopy

Adult mice were perfused with 1× PBS followed by 4% paraformaldehyde (Electron Microscopy Sciences 15710) in PBS. Eyeballs were then carefully dissected and further fixed in 2.5% glutaraldehyde (Electron Microscopy Sciences 16200) and 2% paraformaldehyde in 0.1 M sodium cacodylate buffer (pH 7.4) for 1 hr at room temperature. Next, eyeballs were post-fixed in 1% OsO_4_ for 1 hr at room temperature and *en bloc* stained with 2% aqueous uranyl acetate for 30 min. They were then dehydrated in a graded series of ethanol, going from 70% to 100%, and finally transferred to 100% propylene oxide before being embedded in EMbed 812 resin, polymerized at 60°C overnight. Samples from medial retinas were cut respectively into thin sections of 60 nm by a Leica ultramicrotome (UC7), placed on standard EM grids, and stained with 2% uranyl acetate and lead citrate. Retinal samples were examined with a FEI Tecnai transmission electron microscope at 80 kV accelerating voltage, and digital images were recorded with an Olympus Morada CCD camera and iTEM imaging software at the Yale Center for Cellular and Molecular Imaging (CCMI) Electron Microscopy Facility.

### ERG recordings

All experimental animals were adapted in a dark room for 12 hr prior to recordings. Animals were anesthetized under dim red illumination using a 100 mg/kg ketamine and 10 mg/kg xylazine cocktail injected intraperitoneally and pupils were dilated by application of a 0.5% tropicamide eye drop (Sandoz 61214-354-01) at least 15 min before recordings. The cornea was intermittently irrigated with balanced salt solution to maintain the baseline recording and prevent keratopathy. Scotopic electroretinograms were acquired with UTAS ERG System with a BigShot Ganzfeld Stimulator (LKC Technologies, Inc). A needle reference electrode was placed under the skin of the back of the head, a ground electrode was attached subcutaneously to the tail, and a lens electrode was placed in contact with the central cornea. The scotopic response was recorded for different luminances (i.e., log_2_ −2.1, –0.6, 0.4, and 1.4 cd.s/m^2^) using EMWin software, following the manufacturer’s instructions (LKC Technologies, Inc). The a-wave was measured as the difference in amplitude between baseline recording and the trough of the negative deflection, and the b-wave amplitude was measured from the trough of the a-wave to the peak of the ERG.

### Tumor implantations

A total of 100,000 YUMM1.7 melanoma cells, resuspended in 50 ul of sterile 1× PBS, were subcutaneously injected into shaved rear flank of 6- to 12-week-old male mice. Mice were monitored for tumor growth by measuring the length and width of tumor masses using a caliper. Tumor volumes were scored with the formula (A × B^2^) × 0.4, in which A is the largest and B is the shortest dimension. Each mouse was said to have reached the end of its tumor-free survival when the largest dimension of its tumor was measured to be 5 mm. Mice were sacrificed once tumor growth reached an endpoint cutoff of 1000 mm^3^.

Anesthetized 8-to-12-week-old male mice were placed in a stereotactic apparatus and an incision was made with a scalpel over the cranial midline. A burr hole was made 1 mm lateral and 2 mm anterior to the bregma. A needle containing a suspension of GL261-luciferase (Luc) cells was inserted to a depth of 3 mm. After the needle is allowed to rest in the burr hole for 5 min, 10,000 GL261-Luc cells were infused over the course of 4 min. Once cells were injected, the needle was allowed to rest in the skull for 5 min before removal. Finally, the incision was closed with vetbond tissue adhesive and animals were administered the full course of postoperative analgesic drugs, according to regulatory guidelines and standards set by the Institutional Animal Care and Use Committee of Yale University. Intracranial tumor growth was monitored using the 3D image reconstruction feature of the IVIS Spectrum instrument. Mice received an intraperitoneal injection of 150 mg/kg of luciferin (Goldbio LUCK) prior to imaging. Tumor-bearing mice were checked daily for clinical signs of sickness behavior and were euthanized when one or more of the following symptoms were present: hunching, decreased activity, head tilt, weight loss, seizures, and failure to groom.

### Generation of BMDCs

BMDCs were differentiated from granulocyte macrophage colony-stimulating factor (GM-CSF) as previously described (Inaba et al., 1992). Briefly, bone marrow progenitors were collected from the femurs of adult C57BL/6 WT mice and 10 × 10^6^ progenitor cells were cultured in RPMI media (Gibco 11875101) supplemented with 10% FBS (Sigma-Aldrich 18D078), 1% Penicillin-Streptomycin (Gibco 10378016), and 20 ng/ml of recombinant murine GM-CSF (PeproTech 315-03). On days 3 and 5, more supplemented media were added and cells were left in culture until day 7 when they would be ready to be used for generation of DC-Vax, as described below.

### Preparation of dendritic cell vaccines

GL261 tumor cell lysates were made by subjecting cells to six rounds of rapid freeze–thaw cycles, comprised of 3 min of incubation in liquid nitrogen and 4 min of incubation at 56°C. BMDCs were then incubated with GL261 tumor lysate (1 mg of lysate/10 × 10^6^ BMDCs) for 2 hr at 37°C. After 2 hr, 1 ug/ml LPS (Sigma L2630) was added to BMDC-tumor lysate suspension and cells were incubated for 24 hr at 37°C. Next, supernatant was aspirated, and BMDCs were collected and washed with 1× PBS three times. Finally, 1 × 10^6^ GL261-lysate pulsed BMDCs were intraperitoneally injected into mice at days 14 and 21 post-intracranial implantation of GL261-Luc cells, as detailed above.

### Total RNA isolation and sequencing analysis

RNA was collected from postnatal day 25 mice using a previously validated method (Xin-Zhao Wang et al., 2012). Briefly, after euthanasia, mice eyes were enucleated and the posterior eyecup was incubated on ice in 400 μl of RNAprotect (QIAGEN 76526) for 1 hr. RPE-containing tubes were agitated for 10 min to dislodge any RPE cells attached to the posterior eyecup and centrifuged for 5 min at 685 × *g*. The RPE pellet was then subjected to total RNA extraction using RNeasy Mini kit (QIAGEN 74106) following the manufacturer’s instructions. Similarly, total RNA from BMDMs was extracted from these cells using RNeasy Mini kit (QIAGEN 74106) following the manufacturer’s instructions.

RNA libraries from BMDMs and RPE cells were prepared at the Yale Keck Biotechnology Resource Laboratory from three to six biological replicates per condition. Samples were sequenced using 150 bp base pair paired-end reading on a NovaSeq 6000 instrument (Illumina). The raw reads were then subjected to trimming by btrim (Kong, 2011) to remove sequencing adaptors and low-quality regions. Next, reads were mapped to the mouse genome (GRCm38) using STAR (Dobin et al., 2013). Finally, the Deseq2 (Love et al., 2014) package was run to identify DEGs according to the p-values adjusted for multiple comparisons. Genes with p-adjusted values <0.05 and log_2_ fold change ≤–1.25 or ≥1.25 were considered differentially expressed. All data RNA-sequencing datasets and the processed data that support the findings of this study have been deposited to the Gene Expression Omnibus (GEO) under accession ID: GSE205070.

### Quantitative PCR analysis

Reverse transcription of RNA was performed utilizing iScript cDNA Synthesis Kit (Bio-Rad 1708891). Using KAPA SYBR Fast qPCR Kit (Kapa Biosystems KK4602), we amplified cDNA fragments and proceeded with qPCR reactions on CFX96 Thermal Cycler Real Time System (Bio-Rad). The reactions were normalized to three housekeeping genes (*Gapdh, Hprt,* and *Rn18s*), and specificity of the amplified products was verified by looking at the dissociation curves. All oligonucleotides for qPCR were either purchased from Sigma-Aldrich or produced at the Yale University Keck Oligonucleotide Synthesis Facility (see sequences in Appendix 1—table 1).

### Statistical analysis

All statistical analyses were done using GraphPad Prism (GraphPad Software Inc). All data are shown as mean ± SEM, and each data point represents a unique animal. Statistical differences between experimental groups were determined by employing various tests, namely, Kaplan–Meier test, Mann–Whitney test, Student’s *t*-test, one-way and two-way ANOVAs. Additionally, hypergeometric distribution analysis was employed to determine which chromosomes are over-represented in the pool of DEGs associated with each genotype. The distribution of DEGs was said to be enriched on a chromosome when the probability of association with a chromosome had p-value <0.05 compared to the number of DEGs that would be expected to map to each chromosome by chance.

### Data availability

All mice described are available upon request from the Rothlin Ghosh laboratory. Requests should be directed to  and . RNA-sequencing datasets and the processed data that support the findings of this study have been deposited to the GEO under accession ID: GSE205070. All data generated or analyzed during this study are included in the article and supporting files.

## Data Availability

RNA-sequencing data sets and the processed data that support the findings of this study have been deposited to the Gene Expression Omnibus (GEO) under accession ID: GSE205070. All data generated or analyzed during this study are included in the manuscript and supporting files. Source data files have been provided for all figures included. The following dataset was generated: AkaluYT MercauME AnsemsM WagageS HughesLD NevinJ AlbertoE LiuX HeL AlvaradoD KelerT KongY PhilbrickWM FinnemannSC IavaroneA LasorellaA RothlinCV GhoshS 2022Tissue-specific modifier alleles determine Mertk loss-of-function traitsNCBI Gene Expression OmnibusGSE20507010.7554/eLife.80530PMC943308935969037

## Appendix 1

**Appendix 1—table 1.** Sequence-based reagents utilized in this article. Single-guide (sgRNAs) and repair oligonucleotides that were used in CRISPR/Cas9-based generation of *Mertk* ^-/-V2^*Tyro3* ^-/-V2^ mice are indicated. Primers (P1–10) utilized for PCR genotyping of mouse lines targeting *Mertk* and *Tyro3*, as shown in Figure 1—figure supplement 1, are included. Additionally, primers used for qPCR quantification of various genes are listed. Finally, primers used for genotyping various microsatellite markers on mouse chromosome 2 are indicated with a *D2Mit*-prefix.

Oligonucleotide	Sequence
sgRNA#1	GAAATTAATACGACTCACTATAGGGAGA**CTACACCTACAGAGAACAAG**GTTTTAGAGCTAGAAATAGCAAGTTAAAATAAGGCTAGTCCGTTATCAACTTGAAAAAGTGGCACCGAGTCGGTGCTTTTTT
sgRNA#2	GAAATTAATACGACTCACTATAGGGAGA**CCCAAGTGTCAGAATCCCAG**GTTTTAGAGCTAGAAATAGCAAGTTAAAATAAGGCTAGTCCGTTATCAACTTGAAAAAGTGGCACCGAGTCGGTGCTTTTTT
Repair Oligo#1	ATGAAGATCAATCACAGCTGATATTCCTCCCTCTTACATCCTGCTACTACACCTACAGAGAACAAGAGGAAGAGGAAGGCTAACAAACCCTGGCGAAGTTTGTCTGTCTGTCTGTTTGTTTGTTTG
Repair Oligo#2	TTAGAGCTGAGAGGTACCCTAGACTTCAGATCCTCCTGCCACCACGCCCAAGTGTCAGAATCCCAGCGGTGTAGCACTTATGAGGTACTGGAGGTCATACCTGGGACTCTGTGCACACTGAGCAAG
P1	GGGGCAGAGTACCTTGCTTT
P2	CTGCGTGCAATCCATCTTGT
P3	CTTTCGACCTGCAGCCAATATG
P4	CCTCATCCCATATCAACACTGC
P5	GCTCCAGCCCCTTTTACTTTTTGT
P6	GATGTGCGATGTGATGGGAGGTAG
P7	CTTAGAGACCAGGCAAGGTAGAAGCA
P8	TCCTGAACACTCGCTGAATGCA
P9	CAGGCCTGTGCTTTCTTTATGCTA
P10	ACTGCTCTTCTGGGGGTTCTGA
*Tyro3* F	TGCCATTCGTACCGACTCAG
*Tyro3* R	TTTCTTGGACCCAGGACAGCTT
*Gchfr* F	CCACGCACCATGCCCTATCT
*Gchfr* R	GCTCCGGATCCGAGTGTTCA
*Gatm* F	TGCACTACATCGGCTCTCGG
*Gatm* R	CAGAGGATGGGTGGCCTTGT
*Thbs1* F	GGGGAGATAACGGTGTGTTTG
*Thbs1* R	CGGGGATCAGGTTGGCATT
*Pmepa1* F	AGCATGGAGATCACGGAGCTG
*Pmepa1* R	ACCGTACTCTCTGAGGGCCA
*Exd1* F	TCCCAGCAGTGACTACCATTT
*Exd1* R	CTCGTGCCCGAAGAACACTTT
*Itpka* F	CACGAAGCCGAGAGCAAGTG
*Itpka* R	TGAGCTGCCAATCACCTCGT
*Duoxa2* F	CGTTAACATTACACTCCGAGGAACA
*Duoxa2* R	CAGAATGCCACCCACAGTGT
*Aa467197* F	GGAGCCACATCTTTCGCTTTG
*Aa467197* R	CTCCTCAACGGGCTTCCATTG
*Gapdh* F	TCCCACTCTTCCACCTTCGA
*Gapdh* R	AGTTGGGATAGGGCCTCTCTT
*Hprt* F	AAGCTTGCTGGTGAAAAGGA
*Hprt* R	TTGCGCTCATCTTAGGCTTT
*Rn18s* F	GTAACCCGTTGAACCCCATT
*Rn18s* R	CCATCCAATCGGTACTAGCG
*D2Mit149* F	ATATCATATAGTAGAGAAAGCGTGCTG
*D2Mit149* R	TCATTAGACTTGGAAAAAAGTTTGC
*D2Mit152* F	CACAGATCTTGTAAGACCACGTG
*D2Mit152* R	TGCCATGAGTGTGGGACTAA
*D2Mit323* F	AGAATCCTAAGTGGTGGTTAGAGG
*D2Mit323* R	ACCCAAAGTTGTCTTTAAGTACACA
*D2Mit328* F	CTTTCAATGTTCCGGCATG
*D2Mit328* R	AAGACTTGCTTTCATTAGACCACA
*D2Mit42* F	ATTACTGGGCAGGAACATTTG
*D2Mit42* R	GCCAAACTTCCAGACTCCTC
*D2Mit206* F	TGTCAGAACTGGACAATGTCG
*D2Mit206* R	ATGATAACAGACACTAATGATTAGGGC
*D2Mit101* F	ATAATTCCTGATTTGCTGTTTGTG
*D2Mit101* R	ACATGAAGCCTAGAGGGTGC
*D2Mit62* F	GGATACCGTTTGGAAAGTAAACC
*D2Mit62* R	GCAAGAAGCACAGGAGGC
*D2Mit395* F	AGGTCAGCCTGGACTATATGG
*D2Mit395* R	AGCATCCATGGGATAATGGT
*D2Mit445* F	CCTATACACGCACACACAGACA
*D2Mit445* R	ATGCCCTGCTTGCTATTGTT
*D2Mit397* F	TGATGAAGGTTCTTTTTCTCCC
*D2Mit397* R	CCACAGTTGGTAATTATCTGGC
*D2Mit164* F	TCTCTGCTAATTAAGTTGAAGAGTGC
*D2Mit164* R	ACCAGTGTGTGTTTGTATGATGTG
*D2Mit255* F	GCAAGTGTGATCTGGGTGC
*D2Mit255* R	TGAGCACACTTACACTGTGGTG
*D2Mit106* F	GAGGGTTGCCAAAGAGACTG
*D2Mit106* R	CACCTCAGGGGAACATTGTG
*D2Mit165* F	TTTGGTCTTTCTAACCTTTGCA
*D2Mit165* R	AACAAAAACAAAACCAAAAAAACC
*D2Mit194* F	TGGAATTCCAAAGTCAAGGG
*D2Mit194* R	GGGAAGAATGGGGGAAGTTA
*D2Mit168* F	CTCACAGACACTGCACTATTACACA
*D2Mit168* R	TGTTCCTGCTATTGTTTTGGG
*D2Mit22* F	GCTCCCTTTCCTCTTGAACC
*D2Mit22* R	GGGCCCTTATTCTATCTCCC
*D2Mit309* F	ACAAATGCCACTCTCACATCC
*D2Mit309* R	TATTTCTCAGAGTCACTAGGAGTGATG
*D2Mit285* F	TCAATCCCTGTCTGTGGTAGG
*D2Mit285* R	TATGACACTTACAAGGTTTTTGGTG
*D2Mit48* F	GCTCTGCAGAAGATGCTGC
*D2Mit48* R	GCTGAGACGCAGAGTCGC
*D2Mit311* F	ACAGGCAGCCTTCCCTTC
*D2Mit311* R	TCTGTCCCGCTTCTGTTTCT
*D2Mit265* F	AATAATAATCAAGGTTGTCATTGAACC
*D2Mit265* R	TAGTCAAAATTCTTTTGTGTGTTGC
*D2Mit148* F	GTTCTCTGATCTACGGGCATG
*D2Mit148* R	TTCACTTCTACAAGTTCTACAAGTTCC

# Supplementary material for: Tissue-specific modifier alleles determine Mertk loss-of-function traits
**Source:** eLife. 2022 Aug 15;11:e80530. doi: 10.7554/eLife.80530
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)** **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | 'Materials and Methods' section                   |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | 'Materials and Methods' section                   |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Table S1                                          |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                   | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           | 'Materials and Methods' section                   |     |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | 'Materials and Methods' section                           |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                           | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | N/A        |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | N/A        |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | N/A        |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           | N/A        |

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               | Not done                                                                                                  |     |
| Randomisation                                                           |                                                                                                           | N/A |
| Blinding                                                                | Not done                                                                                                  |     |
| Inclusion/exclusion criteria                                            | Not done                                                                                                  |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend | N/A |
|------------------------------------------------------------------------|------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | Figure legends                                 |     |
| Define whether data describe technical or biological replicates.       | Figure legends                                 |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form                                                                                                                            | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                                                                                                                                             | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | All experiments involving animals were conducted following the regulations set by the Institutional Animal Care and Use Committee of Yale University (Protocol #2021-11312) |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                                                                                                                                             | N/A |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  | N/A |

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                   | N/A |

| Statistics                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------|---------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | 'Materials and Methods' section, Figure legends   |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | 'Data Availability' section                         |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | 'Data Availability' section                         |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         |                                                     | N/A |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                   | N/A |

|                                                                                                         |  |     |
|---------------------------------------------------------------------------------------------------------|--|-----|
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |
|---------------------------------------------------------------------------------------------------------|--|-----|

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   | N/A |

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies,

please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied

- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

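RNA was sequenced from the RPE of 6 B6 WT, 6 *Mertk* -/-V1, 3 *Mertk* -/-V2 and 3 *Mertk* -/-V3 mice at P25 and from BMDMs of 3 mice of each genotype at day 7 of culture, 30 libraries in all, in paired-end reads of 150 bp. The authors trimmed the reads with btrim, mapped them to GRCm38 with STAR and ran DESeq2. The text of the paper does not name the read counter, the annotation release or the versions of these tools. For each tissue the authors deposited one table of gene signal, in which the count of each gene in a library is divided by one size factor of DESeq2 for that library, with 55573 genes and no sample column left over (0). The values of a library are multiples of its smallest value above 0, so dividing by it recovered the reads: 100% of the values in every library came out as whole numbers, with a largest deviation of 0.000229 in BMDMs and 0.0005 in RPE. The recovered totals were 16629659 to 25653814 reads per BMDM library and 14137666 to 34124049 per RPE library, and the 10 most abundant genes took 8.00 to 10.1% of the reads in BMDMs and 6.22 to 10.7% in RPE. A gene with 0 reads in a library may still have up to 3 reads' worth of transcript there, and folds against a group whose libraries all held 3 reads or fewer are given as lower bounds. These limits cover counting error only.

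Gene positions were taken from GENCODE mouse release 21, which matched 55480 of the 55573 identifiers; 93 were not matched and have no chromosome. Samples were grouped by the genotype and tissue in their labels and in the paper. The main test was limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3 on the log2 of the deposited value plus a pseudocount of 1, with the 4 genotypes of a tissue in one model and without covariates, over genes with a mean of at least 10. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested in a comparison, and a DEG had an adjusted p under 0.05 and a log2 fold change of at least 1.25 in either direction, as in the paper. Each knockout was compared with B6 WT and *Mertk* -/-V1 with the mean of *Mertk* -/-V2 and *Mertk* -/-V3. Over-representation on chromosomes was tested with the hypergeometric distribution (one-sided, exact) among the genes tested, and shares of genes with Fisher's exact test. Genes shared by knockouts at an unadjusted p were set beside 100 simulations of unchanged groups compared with the same B6 WT libraries. The simulated groups were drawn around the mean of those libraries, so sharing through the sampling error of B6 WT is absent from them. At the adjusted p the simulated groups had 0 DEGs, so they give no value for the sharing of DEGs. The difference of the *Mertk* -/-V1 effect between RPE and BMDMs was one interaction term in a quasi-likelihood model of edgeR 4.0.16 with TMM normalization on the recovered reads of all 30 libraries. Gene lists, 12 in number, were tested with fry of limma, with adjustment over lists and comparisons of a tissue, and camera was run beside it. Genes outside chromosome 2 that are near-identical to genes of chromosome 2 were found with BLAST 2.17.0 (at least 97% identity over at least 300 nt and 50% of the transcript, 602 pairs). Python 3.11.15 was used for the annotation and the figures.

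The genes to name were fixed by rule before the data were examined, as were the tests, the gene lists and most of the alternatives. The rule took *Mertk*, *Tyro3* and *Axl*, every chromosome 2 gene that the paper lists or draws, for each tissue the 5 genes outside chromosome 2 with the largest log2 fold change in *Mertk* -/-V1 among DEGs also past the thresholds against the mean of *Mertk* -/-V2 and *Mertk* -/-V3, and every gene outside chromosome 2 changed in the same direction in all 3 knockouts, of which there was none. Other genes are marked as chosen after their values were seen. The alternatives were a pseudocount of 5, no filter on low values, a fit of only the groups compared, quantile normalization on top, array quality weights, the Y-linked genes or the rod photoreceptor genes as a covariate, the adjusted p without a fold threshold, edgeR, DESeq2 1.42.0, the replicate number as a block, each library left out in turn, the gene numbers of the paper as the background and camera. edgeR and DESeq2 were run on the recovered reads. After the data had been seen, DESeq2 on only the groups compared, fits within RPE replicates 1 to 3 and 4 to 6, and a fit with that set of replicates as a term were added, as were further alternatives for the tissue difference and the gene lists.

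The pipeline was tested on simulated data with 200 genes changed by 2 on the log2 scale. limma recovered 190 of 200 (95%) in the RPE design with 5 calls among unchanged genes and 199 of 200 (99.5%) in the BMDM design with 1. edgeR recovered 192 and 200 with 3 and 2 such calls, and DESeq2 197 and 200 with 20 and 4. The tissue difference recovered 142 of 198 genes (71.7%) with 3 such calls. No 2 libraries were copies of one another. Measurements by qPCR, flow cytometry and survival are not analysed here, and the overlap with the gene lists of the paper was not computed, because those were at hand only in part.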

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

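The tests of explanations in this part were chosen only after the results were seen, apart from the splits of the libraries.

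Among 60 groups of 6 RPE libraries, examined for single genes and for 4 measures of the libraries, 3 had 1 library far from the other 5, where about 1 in 20 groups, or 3, would by chance. In each case the gap to the nearest library passed the critical share of the range. *Mertk* -/-V1 replicate 6 held 1870 normalized counts of *Lcn2* and the other libraries 145 to 359, a gap of 0.876 of the range. *Mertk* -/-V1 replicate 3 held 191 normalized counts of *R3hdml* against 25.9 to 77.7 in the others (0.686) and 1444 of *Axl* against 1923 to 2191 (0.642). No technical explanation was tested for these single libraries, and the design gives no biological one, since the libraries of a group share their genotype, age and tissue. Replicate 6 also had the highest mean log2 value of microglia and macrophage genes in its group, 8.38 against 7.41 to 7.93. Its count of *Cst7*, a gene of that list, was the highest too, 86.6 against 9.48 to 43.7. Neither gap passed the critical share, and a link of these values to *Lcn2* was not tested.

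The *Mertk* -/-V1 effect on 6 of the named genes differed between RPE and BMDMs in the interaction test of edgeR over all 30 libraries, with Benjamini-Hochberg adjustment. The differences, RPE minus BMDMs on the log2 scale, were -2.70 for *Tyro3* (adjusted p = 0.00334), -1.72 for *Gpr176* (adjusted p = 0.0383), -2.68 for *Rab37* (adjusted p = 0.0045), 6.04 for *Fosb* (adjusted p = 9.45e-05), 3.54 for *Dusp1* (adjusted p = 0.00371) and -3.00 for *Cpne8* (adjusted p = 0.000367). In *Tyro3* all 6 *Mertk* -/-V1 RPE libraries lay below those of B6 WT and all 3 *Mertk* -/-V1 BMDM libraries above, at 16.4 against 6.10 normalized counts. In *Rab37* the RPE libraries separated and the BMDM libraries did not, and in *Fosb*, *Dusp1*, *Cpne8* and *Gpr176* it was the BMDM libraries that separated. Of 40 splits of the libraries that exchanged genotypes within each tissue, 1 gave as many genes as the 24 of the real grouping, namely the real one, and the largest other gave 12. For *Fosb* and *Dusp1*, loss of MERTK is not enough: the immediate early genes, a list to which both belong, were lower in *Mertk* -/-V1 than in *Mertk* -/-V3 BMDMs (median -0.39 on the log2 scale, 10 of 15 genes lower). A difference between cultures in how the cells were handled may also move these genes and was not tested. The tissues also differ in the sex of the animals and in culture, which stay open for all 6 genes, and the difference between tissues itself remains a hypothesis for them.

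*Ifnl2* and *Ifnl3*, genes of chromosome 7 that the paper does not discuss, were counted at a mean of 64.8 and 63.9 normalized counts in *Mertk* -/-V2 RPE and in 0 reads in B6 WT and *Mertk* -/-V3 RPE, at least 11.7-fold and 11.5-fold higher than in B6 WT. In *Mertk* -/-V1 RPE their means were 2.30 and 3.88, with the largest counts, 12.8 of *Ifnl2* and 23.3 of *Ifnl3*, in replicate 1. Every *Mertk* -/-V2 library lay above every B6 WT and *Mertk* -/-V1 library of replicates 1 to 3 and 4 to 6 in both genes, which argues against the difference between these sets as the cause. The adjusted p in limma was 0.000692 and 0.00203 for the 3 *Mertk* -/-V2 libraries against the 6 of B6 WT. Interferon response genes were higher in the same libraries, which microglia or macrophage RNA alone cannot explain: against *Mertk* -/-V3 RPE, the interferon list had a median log2 fold change of 0.71 (24 of 25 genes higher) while the list of microglia and macrophage genes had 0.05 (11 of 21 higher). A response of the *Mertk* -/-V2 mice to their environment or an effect of the genotype may underlie it and was not tested, nor was any handling that set the *Mertk* -/-V2 libraries apart from the others.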

How the results depend on the processing

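Apart from those marked as added, the alternatives were set at the outset; the added ones were chosen after seeing the data. Results are given as the number of DEGs against B6 WT unless stated, and for each change below the cause was not tested, except that dropping the fold threshold or fitting fewer libraries changes what can be called by construction.

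In RPE, *Mertk* -/-V1 had 28 DEGs and 9 on chromosome 2. These became 70 and 18 with DESeq2, 73 and 15 without the fold threshold, and 47 with the rod photoreceptor genes as a covariate, where chromosome 2 held 12. In the added fits they became 67 and 17 with DESeq2 on only the groups compared, 8 and 0 within replicates 1 to 3 (104 chromosome 2 genes at an unadjusted p under 0.05) and 11 and 3 within replicates 4 to 6. The remaining alternatives gave 24 to 38. *Mertk* -/-V2 RPE, with 11, had 17 without a filter on low values, 127 with array quality weights, 18 with the rod covariate, 22 with DESeq2 and 36 with DESeq2 on only the groups compared. *Mertk* -/-V3 RPE, with 12, had 34 without the filter, 6 with only the groups compared, 1678 with array quality weights, 22 with the rod covariate and 31 with DESeq2. In added fits it had 27 with DESeq2 on only the groups compared, 865 against B6 WT replicates 1 to 3 and 3 against replicates 4 to 6. The direct comparison of *Mertk* -/-V1 with the mean of *Mertk* -/-V2 and *Mertk* -/-V3, with 18, gave 794 with array quality weights, 32 with the rod covariate, 39 without the fold threshold and 41 with DESeq2, and in added fits 43 with DESeq2 on only the groups compared and 499 with B6 WT and *Mertk* -/-V1 replicates 1 to 3. No gene was shared by the 3 knockouts, and 2 were at an unadjusted p under 0.05 with the fold threshold; array quality weights gave 6 and DESeq2 on only the groups compared gave 1.

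In BMDMs, *Mertk* -/-V1 had 57 DEGs, which became 111 with array quality weights and 949 without the fold threshold, and its 13 on chromosome 2 became 121 without it. *Mertk* -/-V2, with 34, had 22 with a pseudocount of 5, 12 with only the groups compared, 59 with array quality weights, 618 without the fold threshold and 21 with DESeq2. *Mertk* -/-V3, with 21, had 34 with only the groups compared, 78 with array quality weights, 157 without the fold threshold and 33 with DESeq2 on only the groups compared. The direct comparison, with 26, moved only without the fold threshold, to 133. The shared genes, 0 at first and 9 at an unadjusted p under 0.05 with the fold threshold, became 1 without a filter, 11 with array quality weights, 53 without the fold threshold and 2 with DESeq2 on only the groups compared. The share of higher genes among the DEGs moved with the scaling in 2 cases: quantile normalization gave 16 higher and 11 lower in *Mertk* -/-V2 BMDMs (27 and 7 before) and the TMM normalization of edgeR 6 and 3 in *Mertk* -/-V3 RPE (6 and 6 before). The 24 genes of the tissue difference stayed within 21 to 35 and the 6 lists past the threshold in RPE within 6 to 9 under the alternatives run.

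A replicate block, with the replicate number as a factor in the model, gave 200 DEGs in *Mertk* -/-V2 RPE, 1270 in *Mertk* -/-V3 RPE, 558 in the direct comparison in RPE and 2 shared genes in RPE, and 2 gene lists in BMDMs in place of 4. The replicate numbers do not pair the samples: libraries of different genotypes with the same number correlated above 0.1 in 13 of 21 pairs in RPE and 4 of 18 in BMDMs, and in RPE the numbers follow the sets of replicates 1 to 3 and 4 to 6.

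With 1 library left out at a time, the RPE counts ranged from 21 to 38 (*Mertk* -/-V1), 6 to 8 (its chromosome 2), 7 to 11 (*Mertk* -/-V2, 7 without *Mertk* -/-V2 replicate 3), 5 to 13 (*Mertk* -/-V3, 6 and 5 without *Mertk* -/-V3 replicates 2 and 3), 13 to 36 (direct, 36 without *Mertk* -/-V3 replicate 1), 0 to 0 (shared) and 5 to 6 (lists). In BMDMs they ranged from 33 to 92 (*Mertk* -/-V1, 33 and 92 without B6 WT replicates 1 and 3), 11 to 18 (its chromosome 2), 18 to 59 (*Mertk* -/-V2, 22 and 18 without B6 WT replicates 1 and 2, 59 without *Mertk* -/-V2 replicate 3), 16 to 41 (*Mertk* -/-V3, 41 without B6 WT replicate 3), 22 to 30 (direct), 0 to 6 (shared, 6 without B6 WT replicate 3 and 5 without *Mertk* -/-V2 replicate 3) and 2 to 4 (lists, 2 without *Mertk* -/-V1 replicate 2 or 3 or *Mertk* -/-V3 replicate 2). The tissue difference ranged from 11 to 29, with 13 without BMDM B6 WT replicate 1 or 2 and 11, 12 and 13 without BMDM *Mertk* -/-V1 replicates 1, 2 and 3.

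For single genes, 926 values under the alternatives were compared with those reported: 813 counted as unchanged, 38 fell short of the thresholds, 50 newly passed and 11 turned sign. In genes under the filter on low values, which the main test left out, 14 were counted as moved by the largest SD of a group or more. Among them, *Tgm3*, *Pla2g4e* and *Duox2* in BMDMs without the filter had a log2 fold change of 0 both ways. Those 0 values did not in fact change. Genes that moved by less than the SD are among the unchanged. The 696 fits without 1 library turned 11 signs and moved 52 calls. In the fits that turned a sign, the adjusted p of the gene was at least 0.757. In *Mertk* -/-V1 RPE, *Rhov* was 0.099 within replicates 4 to 6 (range without 1 library -0.50 to 0.078), *Thbs1* -0.25 within replicates 4 to 6 (-0.0060 to 0.22) and *Plxdc2* 0.15 with array quality weights, 0.029 with the rod covariate, 0.013 with edgeR, 0.012 with DESeq2, 0.013 with DESeq2 on only the groups compared and 0.17 within replicates 1 to 3 (-0.10 to 0.10). *Tyro3* was 0.021 in *Mertk* -/-V2 RPE and *Axl* -0.051 in *Mertk* -/-V3 RPE against B6 WT replicates 4 to 6 (*Axl* -0.076 to 0.17 without 1 library). In *Mertk* -/-V1 BMDMs, *Axl* was -0.032 with array quality weights (-0.031 to 0.20) and *Cst7* turned only without 1 library (-0.030 to 0.34).

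The interval between D2Mit206 and D2Mit168 by primer matching was not run, because no genome sequence was at hand, and the Y-linked covariate gave no value in BMDMs, which held 0 or 1 reads of those genes. Depth limits the genes with a mean under 10, among them *Tyro3* in BMDMs and *Gm13999* and *Duoxa2* in RPE, which were not tested, and it bounds the folds of *Gm14085*, *AA467197* and *Cpne8* in BMDMs from below only.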

Differences from the paper's values

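The values of the paper are those of its supplementary tables. In RPE, *Mertk* -/-V1 had 28 DEGs where the value of the paper is 67, and 9 on chromosome 2 where it is 16. Of the alternatives set before the data were examined, the rod photoreceptor covariate (47 and 12), the adjusted p without a fold threshold (73 and 15) and DESeq2 (70 and 18) came within 1.5 times both values, the replicate block did so for chromosome 2 only (37 and 11), and the others did not. DESeq2 on only the groups compared, chosen after seeing the values, gave 67 and 17. For the hypergeometric p of chromosome 2 in *Mertk* -/-V1 RPE, 0.000138 was found where the value of the paper is 2.56e-05. Of the alternatives set before the data were examined only the fit without a filter on low values (3.36e-05) closed the gap. The gene numbers of the paper as background (0.000133) did not, and neither did DESeq2 on only the groups compared (5.36e-06), which was chosen after seeing the values.

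*Mertk* -/-V2 RPE had 11 DEGs where the value of the paper is 37, and 0 on chromosome 2 where it is 4 (72 chromosome 2 genes had an unadjusted p under 0.05). None of the alternatives set before the data were examined closed either gap. DESeq2 on only the groups compared, chosen after seeing the values, gave 36 and 4. *Mertk* -/-V3 RPE had 12 DEGs where the value of the paper is 28, and 1 on chromosome 2 where it is 3. Of the alternatives set before the data were examined, no filter on low values (34 and 2), the rod photoreceptor covariate (22 and 2) and DESeq2 (31 and 2) closed both gaps and the others did not. DESeq2 on only the groups compared, chosen after seeing the values, gave 27 and 2.

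In BMDMs, the hypergeometric p of chromosome 2 in *Mertk* -/-V1 was 0.000326 where the value of the paper is 5.03e-05. Among the alternatives set before the data were examined, the replicate block (4.93e-05) closed the gap and the others did not, and DESeq2 on only the groups compared (8.79e-05), chosen after seeing the values, did not. *Mertk* -/-V3 BMDMs had 21 DEGs where the value of the paper is 33, and 3 on chromosome 2 where it is 5. For the DEGs, no filter on low values (23), only the groups compared (34), edgeR (23) and DESeq2 (22), all set before the data were examined, came within 1.5 times. For chromosome 2, only the groups compared (6), array quality weights (6), edgeR (4) and DESeq2 (4) did, and the other alternatives set before the data were examined did not. DESeq2 on only the groups compared, chosen after seeing the values, gave 33 and 5. It also gave 43 and 12 in *Mertk* -/-V1 BMDMs and 27 and 3 in *Mertk* -/-V2 BMDMs, the values of the paper, where the main test gave 57 and 13, and 34 and 2.

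Some chromosome 2 genes that the paper lists as DEGs were not called. In *Mertk* -/-V1 RPE these were *Cst7*, *Duoxa2*, *Gm14011* and *Lcn2*, which DESeq2 called, *Gm13999*, which DESeq2 and the fit without a filter called, *Duox2*, which array quality weights, the rod covariate, DESeq2 and the replicate block called, *Pla2g4b*, which the rod covariate, DESeq2, the replicate block and the fit without B6 WT replicate 3 called, and *Pla2g4e*, which the rod covariate and DESeq2 called. *Duox2* was also called with the set of replicates as a term, a fit chosen after seeing the values. In *Mertk* -/-V2 RPE, *Duox2* and *Il1f9* were called with array quality weights and the replicate block and, chosen after seeing the values, against B6 WT replicates 1 to 3, *R3hdml* with array quality weights, and *Zbp1* with array quality weights, the rod covariate and DESeq2. In *Mertk* -/-V3 RPE, *Sulf2* was called with the rod covariate, DESeq2 and the replicate block and, chosen after seeing the values, against B6 WT replicates 1 to 3. In BMDMs, *Pmepa1* was called with array quality weights in *Mertk* -/-V1 and *Mertk* -/-V3 and with only the groups compared in *Mertk* -/-V3. *Chac1* in *Mertk* -/-V2 was called with array quality weights, without the fold threshold, with edgeR, with DESeq2 and without *Mertk* -/-V2 replicate 1. *Slc12a5* in *Mertk* -/-V3 was called with only the groups compared, array quality weights, edgeR, DESeq2 and without B6 WT replicate 3. DESeq2 on only the groups compared, chosen after seeing the values, called every gene of this paragraph.

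The paper states that *Tyro3* is not expressed in BMDMs, where it had 6.10 normalized counts in B6 WT and 16.4 in *Mertk* -/-V1. The paper gives *Pmepa1* as lower in *Mertk* -/-V1 but not in *Mertk* -/-V3 BMDMs by qPCR, and here its log2 fold change was -1.21 in *Mertk* -/-V1 and -1.25 in *Mertk* -/-V3 (adjusted p = 0.374 and 0.457). *Plxdc2*, which it gives as changed in *Mertk* -/-V1 against *Mertk* -/-V2 and *Mertk* -/-V3 BMDMs, was lower in *Mertk* -/-V2 as well (log2 fold change -1.20), and its direct log2 fold change was -0.97, short of 1.25. For *Mertk* ablation in *Mertk* -/-V2, the gene as a whole was not counted lower (log2 fold change 0.39 in RPE and 0.43 in BMDMs). The paper shows this ablation by loss of the protein and by PCR of the excised exon, which are other measures. Reads per exon were not at hand, so the whole-gene count cannot tell whether the targeted exon is missing and does not contradict the paper.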

Other observations

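The tests in this part were chosen only after the results were seen, except those for mapping of 129P2 reads and for photoreceptor RNA and the splits of the libraries.

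*Eif3j2*, *Gm3650* and *Pcna-ps2*, the copies of *Eif3j1* (99.4% identity over 2379 nt), *Spg11* (99.9% over 747 nt) and *Pcna* (99.2% over 781 nt), gained counts in *Mertk* -/-V1 RPE and BMDMs. In RPE the 3 chromosome 2 genes together changed by -157% of what the copies gained, and in BMDMs by -125%, so that the sum of genes and copies changed by -56.9% and -24.6% of that gain. Higher transcription of the copies alone would raise the sums by 100% of the gain, and none of the 6 sums of a gene and its copy rose, although in several of them the change lay within the spread of the libraries. Reads of 129P2 alleles of the chromosome 2 genes that were assigned to their copies are a candidate explanation that these values are consistent with. *Eif3j1* was past the adjusted p in both tissues, *Pcna* in BMDMs (log2 fold change -0.28, adjusted p = 0.00649 from limma, 3 libraries per group), and *Spg11* in neither against B6 WT.

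A lower rate of mapping of 129P2 reads to the B6 genome would lower the genes between *Thbs1* and *Plcb1* as a group. Their median log2 fold change in *Mertk* -/-V1 against B6 WT minus that of other chromosome 2 genes was -0.023 in RPE and 0.0048 in BMDMs. Since genes in the stretch moved both ways, these medians leave open whether single genes, such as *AA467197*, may be lower for that reason, and this cannot be told apart from a lower expression of the 129P2 allele without the reads.

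Some genes that differ in *Mertk* -/-V1 against the mean of *Mertk* -/-V2 and *Mertk* -/-V3 lie near the stretch but outside it. Among genes starting from 100 to 150 Mb on chromosome 2 outside *Thbs1* to *Plcb1*, 2 of 141 in RPE (*Cd59a* and *Zfp133-ps*) and 6 of 99 in BMDMs (*Cd59a*, *Dstn*, *Ldlrad3*, *Lgr4*, *Sec23b* and *Slc24a3*) had an adjusted p under 0.05, more than on other chromosomes (Fisher's exact test, two-sided, p = 0.0226 and 8.27e-05). These genes were chosen after their values were seen. 129P2 alleles beyond the bounds used here are a candidate explanation. Whether the markers allow them was not determined, since their positions on GRCm38 are not known here. On the remainder of chromosome 2 it was 0 of 1044 in RPE (91 at an unadjusted p under 0.05) and 4 of 752 in BMDMs, fewer than in the stretch (Fisher's exact test, p = 3.12e-08 and 4.87e-24) and not more than on other chromosomes (same test, p = 0.402 and 0.819). The bounds of the stretch come from genes changed in these BMDM libraries, so the BMDM comparison with the stretch is not independent of them. No sign of a 129P2 segment as dense in changed genes was seen on this remainder.

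Gene lists set beforehand were tested with fry, with adjustment over the lists and comparisons of a tissue. Several members of the interferon, immediate early and microglia lists are DEGs the paper names from these libraries, so these lists are not independent of them. In RPE the interferon response list was higher in *Mertk* -/-V1 (median log2 fold change 0.77, 25 of 25 genes higher, adjusted p = 0.000153) and *Mertk* -/-V2 (1.20, 25 of 25, 0.000256) and not in *Mertk* -/-V3 (0.10, 14 of 25, 0.753). Microglia and macrophage genes were higher in *Mertk* -/-V1 (1.04, 20 of 21, 4.88e-05), *Mertk* -/-V2 (0.57, 21 of 21, 0.00961) and *Mertk* -/-V3 (0.64, 18 of 21, 0.0297), the last not without any one of B6 WT replicates 1, 5 and 6 and *Mertk* -/-V3 replicates 1 and 2. Immediate early genes were higher in *Mertk* -/-V1 (0.99, 15 of 15, 0.00961) and not in *Mertk* -/-V2 (-0.01, 0.877) or *Mertk* -/-V3 (0.18, 0.902). The other lists did not pass in *Mertk* -/-V1, *Mertk* -/-V2 and *Mertk* -/-V3 RPE: cone photoreceptor (medians 0.60, 0.34 and 0.33), rod photoreceptor (0.24, 0.43 and 0.27), Muller glia (0.11, 0.27 and 0.15), endothelium (0.30, -0.04 and 0.13), melanocyte and choroid stroma (0.32, 0.38 and -0.09), neutrophil (0.62, -0.70 and -0.67), Y-linked (0.03, -0.07 and -0.05) and retinal pigment epithelium genes (-0.53, 0.12 and -0.34). Camera with its preset correlation passed 9 lists and comparisons in RPE, of which the 6 above hold under fry. Endothelium in *Mertk* -/-V1, melanocyte and choroid stroma in *Mertk* -/-V2 and retinal pigment epithelium in *Mertk* -/-V1 do not hold under fry without a term for the set of replicates. With that term, a fit added after the data had been seen, the retinal pigment epithelium list passed fry as lower in *Mertk* -/-V1 RPE. Its median was -0.53 with 1 of 16 genes higher, and the adjusted p of 0.0328 was taken over the lists in *Mertk* -/-V1 alone. In BMDMs, the list of immediate early genes passed as lower in *Mertk* -/-V1 (median -0.48, 5 of 15 higher) and *Mertk* -/-V2 (-0.13, 6 of 15 higher; adjusted p = 0.000497 each) and not in *Mertk* -/-V3 (0.05, 0.587). Its genes did not fall together. In *Mertk* -/-V1 the largest falls were in *Fosb* (-4.14), *Dusp1* (-2.98) and *Fos* (-2.60). *Egr2* (1.16), *Egr3* (1.07) and *Atf3* (0.38), named after their values were seen, rose with an adjusted p under 0.05 in limma. Microglia and macrophage genes, which BMDMs express themselves, passed in *Mertk* -/-V1 (-0.12, 8 of 21 higher, 0.0258) and not in *Mertk* -/-V2 (-0.04, 0.434) or *Mertk* -/-V3 (-0.04, 0.12), and 3 genes of the Muller glia list passed in *Mertk* -/-V2 (-0.13, 0 of 3 higher, 0.0443) and not in *Mertk* -/-V1 (-0.03) or *Mertk* -/-V3 (0.01). Interferon response genes had medians of 0.80, 0.78 and 0.78 and an adjusted p of 0.279 in each, and passed camera alone. Of the 5 calls of camera in BMDMs, the 2 for immediate early genes hold under fry and the 3 for interferon response genes do not. Endothelium (0.19, 0.10 and -0.14), neutrophil (-0.04, 0.03 and -0.01) and retinal pigment epithelium genes (0.18, 0.11 and 0.15) did not pass, and the lists of photoreceptors, melanocytes and Y-linked genes had too few genes tested in BMDMs. The list for X inactivation, with 2 genes, was too small to test.

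The interferon response in *Mertk* -/-V1 RPE was present in both sets of libraries and larger in the first. Replicates 1 to 3 stood above replicates 4 to 6 in the mean log2 value of the list by 0.18 in B6 WT and by 0.59 in *Mertk* -/-V1 RPE, and *Mertk* -/-V1 stood 1.12 above B6 WT in replicates 1 to 3 and 0.71 in replicates 4 to 6. Every *Mertk* -/-V1 library (7.87 to 8.82) lay above every B6 WT library (7.17 to 7.55), and the list passed with the set as a term (adjusted p = 0.000142 over the 11 lists in *Mertk* -/-V1 alone, 25 of 25 genes higher), so that the sets alone do not account for it. An effect of the genotype, of the degenerating retina next to it or of microglia in the tissue may underlie it, and these were not told apart by a test.

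Immediate early genes were lower in *Mertk* -/-V1 than in *Mertk* -/-V3 BMDMs (median log2 fold change -0.39, 10 of 15 lower) and lower in *Mertk* -/-V2 than in *Mertk* -/-V3 BMDMs (-0.39, 12 of 15 lower). Loss of MERTK by itself would lower them in all 3 knockouts. Handling of the cultures was not tested and stays open, as does the genotype.

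Some genes changed in one knockout in both tissues. In *Mertk* -/-V3 these were *Gm15247*, *Gm15446*, *Lrmda*, *Tmem181b-ps* and *Wdfy1* besides *Mertk*, and in *Mertk* -/-V2 *Gm15247* and *Gm47283*, all named after their values were seen. *Wdfy1* rose by 2.29 on the log2 scale in RPE (adjusted p = 1.55e-05) and 2.63 in BMDMs (adjusted p = 2.43e-09), and *Gm15446* was at least 64.0-fold lower in RPE. Of the 5 genes of *Mertk* -/-V3, all 5 differed between *Mertk* -/-V3 and *Mertk* -/-V1 in both tissues (limma, adjusted p under 0.05, the largest 0.048 for *Lrmda* in RPE), and of the 2 of *Mertk* -/-V2, 2 differed between *Mertk* -/-V2 and *Mertk* -/-V1. Loss of MERTK alone would change them alike in *Mertk* -/-V1, so these values argue against it, although the genes were chosen on the same libraries. *Gm15247* was called in *Mertk* -/-V2 and *Mertk* -/-V3 but not in *Mertk* -/-V1 in both tissues. Variants that differ between the B6 colonies or the targeted lines may account for them and were not tested. By the SNP typing that the paper reports, the genomes of *Mertk* -/-V2 and *Mertk* -/-V3 mice are mixtures of C57BL/6J and C57BL/6NJ, with the larger C57BL/6NJ share in *Mertk* -/-V3.

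*Gm47283*, annotated on chromosome Y, was at least 144-fold lower in *Mertk* -/-V2 than in B6 WT RPE. The 6 B6 WT and *Mertk* -/-V1 BMDM libraries had 0 reads of the Y-linked list and still 202 to 370 normalized counts of *Gm47283*, consistent with reads from outside the male-specific part of chromosome Y. The tissues came from animals of different sex, as far as the counts tell: *Xist* was at 2822 or more in each BMDM library and at 10.9 to 53.6 in RPE, and *Ddx3y* at 0 in BMDMs and 1974 to 3009 in RPE. Every RPE and BMDM group thus compares animals of one sex.

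Reads of the rod photoreceptor list made up 0.223 to 4.09% of the RPE libraries and at most 0.000534% of the BMDM libraries. Photoreceptor RNA may add to the RPE libraries, but 9 of the 9 chromosome 2 DEGs of *Mertk* -/-V1 RPE were still called with the rod photoreceptor genes as a covariate, so it does not account for them.

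Each result was set beside other splits of the same libraries, and the counts of splits include the real one; the largest result of another split is in parentheses. In RPE, 2 of 100 splits of the 12 B6 WT and *Mertk* -/-V1 libraries gave as many DEGs as the real split (another gave 6.29 times as many), and 2 of 100 as many on chromosome 2 (14). The split of these libraries into replicates 1 to 3 and 4 to 6 gave 1722 DEGs by itself, against which the values within the sets stand at 8 and 11, and with the set as a term at 38. For *Mertk* -/-V2 it was 1 of 84 splits (0), for *Mertk* -/-V3 2 of 84 (24), for the direct comparison 4 of 100 splits (821) and for the gene lists 1 of 100 splits (4). In BMDMs, where 3 libraries against 3 allow 10 splits, it was 1 of 10 splits for *Mertk* -/-V1 and for its chromosome 2, 2 of 10 for *Mertk* -/-V2 (49) and 1 of 10 for *Mertk* -/-V3, a number of splits that cannot exclude chance. The direct comparison gave 1 of 100 splits (6) and the lists 1 of 100 (2). A count of shared genes of 0 is reached by 100 of 100 splits in either tissue.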
